# Feed-forward loops by NR5A2 ensure robust gene activation during pre-implantation development

**DOI:** 10.1242/dev.205059

**Published:** 2026-01-08

**Authors:** Wataru Kobayashi, Siwat Ruangroengkulrith, Eda Nur Arslantas, Adarsh Mohanan, Kikuë Tachibana

**Keywords:** Lineage-determining factor, Nuclear receptor, Pioneer transcription factor, Pre-implantation development, Transcriptional regulation, Mouse

## Abstract

Pioneer transcription factors are crucial for regulating zygotic genome activation and cell differentiation during mouse pre-implantation development. However, how pioneer factors function collectively to regulate early development remains poorly understood. Here, we determined the chromatin-binding profiles of the mouse pioneer factor NR5A2 during the totipotency-to-pluripotency transition and identified KLF and GATA family transcription factors as key co-regulators. NR5A2 regulates the expression of *Klf5* and *Gata6*, the protein products of which in turn act as co-regulators of NR5A2 to promote development. Mechanistically, KLF5 contributes to H3K27ac deposition at genomic regions co-occupied by NR5A2. NR5A2 also regulates *Xist* expression, either directly or indirectly, through its role in co-binding with GATA factors and upregulating their expression. *In vitro* assays revealed that NR5A2 binds to nucleosomes with KLF5 and GATA6, suggesting that these pioneer factors can simultaneously bind to chromatin. Our findings provide evidence for a feed-forward regulatory mechanism by which NR5A2 activates expression of lineage-determining factors and these, together with NR5A2, subsequently co-bind nucleosomes to ensure robust gene activation during pre-implantation development.

## INTRODUCTION

Upon fertilization, the zygote acquires totipotency, which is the developmental potential to generate all cell types and form a complete organism. In mice, totipotency is maintained through the zygote and 2-cell stages (Tarkowski, 1959), and the potential of totipotency gradually decreases during the cleavage divisions until reaching a pluripotent or differentiated state (Rossant, 1976; Kelly, 1977). Initially, transcriptionally silent embryos are ‘awakened’ by a process referred to as zygotic genome activation (ZGA) (Jukam et al., 2017; Kravchenko and Tachibana, 2025). Following ZGA, embryos undergo cell compaction at the 8-cell stage and establish cell polarity. At the morula stage, inner and outer cells with different polarization states influence the Hippo signaling pathway, which in turn determines their cell fate. Upon reaching the blastocyst stage, inner and outer cells form the inner cell mass (ICM) and the trophectoderm (TE), respectively (Rossant and Tam, 2009; Zernicka-Goetz et al., 2009; Rossant, 2018). The ICM subsequently gives rise to the pluripotent epiblast and the primitive endoderm (PrE) (Rossant and Tam, 2009; Zernicka-Goetz et al., 2009; Rossant, 2018). These developmental transitions are driven by dynamic transcriptional regulatory networks that govern cell fate specification during pre-implantation development.

Pioneer transcription factors (TFs) play crucial roles in facilitating chromatin remodeling and driving cell fate transitions (Zaret and Carroll, 2011; Iwafuchi-Doi and Zaret, 2014; Barral and Zaret, 2024). Among these, Krüppel-like factor (KLF) and GATA TFs are known as regulators of early embryonic development. The KLF and GATA families consist of 17 and six members, respectively, with both overlapping and distinct roles. For example, KLF17, a maternally derived factor, is required for ZGA at the 2-cell stage (Hu et al., 2024), whereas KLF4 and KLF5 are expressed during ZGA and contribute to lineage specification towards ICM and TE (Ema et al., 2008; Lin et al., 2010; Kinisu et al., 2021). GATA4 and GATA6 are known as PrE lineage markers (Morrisey et al., 1998; Koutsourakis et al., 1999), while GATA3 contributes to TE lineage specification (Home et al., 2009; Ralston et al., 2010; Gerri et al., 2020). The highly conserved DNA-binding domain within these families suggests both functional redundancy and cell stage-specific functions. However, the detailed regulatory mechanisms underlying pioneer factor functions at mammalian pre-implantation stages remain poorly understood.

The orphan nuclear receptor NR5A2 is a pioneer TF that is essential for pre-implantation development in mice (Gassler et al., 2022; Lai et al., 2023; Festuccia et al., 2024; Kobayashi et al., 2024; Li et al., 2024; Zhao et al., 2024). NR5A2 regulates ZGA in the 2-cell embryo (Gassler et al., 2022) and controls expression of lineage-determining factors at the 8-cell stage (Lai et al., 2023; Festuccia et al., 2024; Li et al., 2024; Zhao et al., 2024). *Nr5a2* knockout or knockdown (KD) embryos arrest at the morula stage, demonstrating that NR5A2 is a pivotal factor that ensures proper pre-implantation development. Thus, NR5A2 orchestrates distinct transcriptional regulatory networks during the totipotency-to-pluripotency transition. However, the mechanisms by which NR5A2 differentially regulates transcriptional networks at distinct developmental stages remain unknown. Given that eukaryotic regulatory elements are often complex and involve the action of multiple TFs, we hypothesized that NR5A2 functions with lineage-determining TFs to control distinct transcriptional networks during pre-implantation development.

## RESULTS

### NR5A2 binding during the totipotency-to-pluripotency transition

To investigate the transcriptional networks regulated by NR5A2, we first asked where NR5A2 is bound in 2-cell, 4-cell, 8-cell and morula-stage embryos. Using CUT&Tag (Kaya-Okur et al., 2019) of approximately 800 cells per stage, genome-wide NR5A2 binding profiles were determined (Fig. 1A, Fig. S1A). As a reference, previously published ChIP-seq data (Atlasi et al., 2019; GSE92412) in embryonic stem cells (ESCs) are shown. *De novo* motif analysis showed that the peaks are enriched for the NR5A2 motif in each cell stage (Fig. S1B). Our analysis detected 5836, 9251, 19,839 and 14,854 reproducible peaks in 2-cell, 4-cell, 8-cell and morula-stage embryos, respectively (Table S1). These data suggest that NR5A2 binds the genome most extensively at the 8-cell stage, and binding sites decrease at the morula stage. Alluvial plots showed a gain and loss of NR5A2 peaks during the cell-stage transitions (Fig. 1B). Although we cannot exclude that non-peaks could be a false negative due to the small cell numbers, the overall picture emerges that NR5A2 dynamically changes its chromatin binding with each cell cycle.

**Fig. 1.**
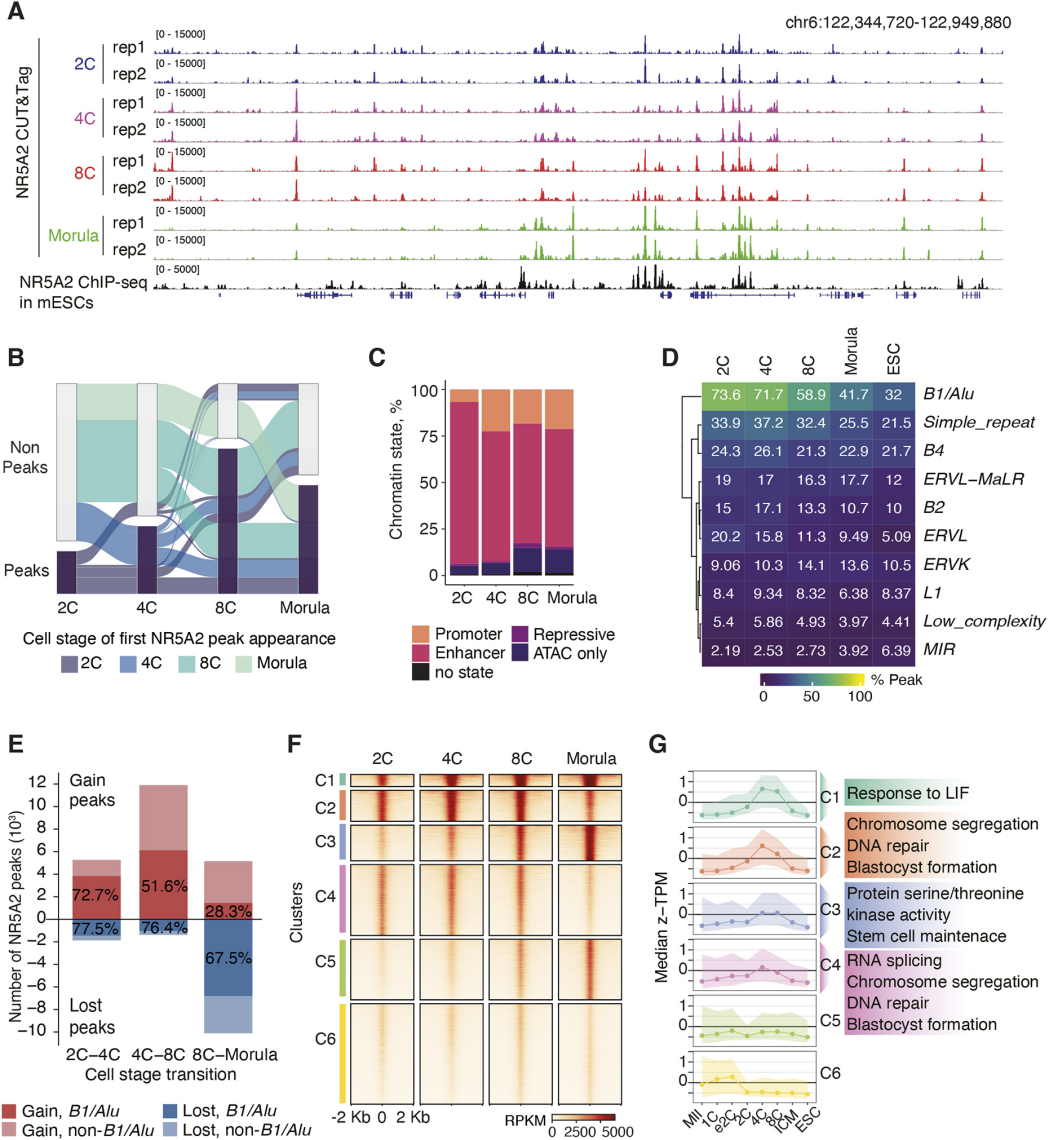
**NR5A2 chromatin binding dynamics from the 2-cell to morula stage.** (A) Integrated Genome Viewer (IGV) snapshot showing NR5A2 CUT&Tag signals across developmental stages: 2-cell (34-36 hpf, blue), 4-cell (41-43 hpf, purple), 8-cell (56-58 hpf, red) and morula (71-72 hpf, green), with two biological replicates. NR5A2 ChIP-seq data in mouse embryonic stem cells (mESCs, black) is shown for reference. (B) Alluvial plot illustrating the dynamic changes in NR5A2 chromatin binding at each cell stage transition. (C) Classification of chromatin states associated with NR5A2 binding at each cell stage. Chromatin states were identified using ChromHMM. (D) Heatmap depicting the enrichment of repetitive elements (subfamilies) within NR5A2 peaks. The percentage indicates the proportion of NR5A2 peaks that overlap with repetitive elements, including cases where multiple elements are present within a single peak. (E) Bar chart representing the gain (red) and loss (blue) of NR5A2 peaks in each developmental transition. The percentage indicates the proportion of *SINEB1/Alu* peaks. (F) Heatmap of NR5A2 binding transition from the 2-cell to the morula stage. The binding loci were clustered by k-mean clustering. (G) Stage-specific expression levels of genes associated with each NR5A2-binding site cluster (left) and their associated gene ontology terms (right). 1C, zygote; 2C, 2-cell stage; 4C, 4-cell stage; 8C, 8-cell stage; e2C, early 2-cell; MII, metaphase II.

NR5A2 predominantly targets putative enhancer regions including the retrotransposon element *SINE B1*/*Alu* at the 2-cell stage when ZGA occurs (Gassler et al., 2022; Kravchenko and Tachibana, 2025). To investigate chromatin states targeted by NR5A2 at each cell stage, we applied a hidden Markov model (HMM) to infer putative *cis*-regulatory elements from chromatin accessibility and histone modifications using ChromHMM (Ernst and Kellis, 2017). To this end, H3K27ac CUT&Tag and omni ATAC-seq were conducted, and the profiles of H3K4me3, H3K9me3 and H3K27me3 were obtained from public datasets (Fig. S1C-F, Table S2; GSE72784, GSE73952, GSE71434 and GSE98149). Our analysis showed that NR5A2 preferentially targets promoters and putative enhancers from the 2-cell stage to the morula stage, which implies that NR5A2 is required for transcriptional activation (Fig. 1C). Consistent with our previous report (Gassler et al., 2022), 73.6% NR5A2 peaks overlapped with *SINE B1/Alu* at the 2-cell stage. Intriguingly, the proportion of *SINE B1*/*Alu* in NR5A2 peaks decreased gradually from the 8-cell stage, reaching 42% in the morula and 32% in ESCs (Fig. 1D). NR5A2 peaks at *SINE B1/Alu* were greatly increased at the 2-cell-to-4-cell and the 4-cell-to-8-cell transition (Fig. 1E). In contrast, during the 8-cell-to-morula transition, the gain of NR5A2 peaks at *SINE B1/Alu* was decreased, accompanied by a pronounced loss of NR5A2 peaks at *SINE B1/Alu* (Fig. 1E). These results suggest that NR5A2 specifically targets the retrotransposable elements *SINE B1/Alu* from the 2-cell until the 8-cell stage, which corresponds to the intermediate of the totipotency-pluripotency transition.

To understand whether binding of NR5A2 correlated with expression of the nearby genes, we first classified all NR5A2-binding sites based on the change of binding signals (Fig. 1F). The binding profile of NR5A2 was similar between 2-cell and 4-cell stages, before shifting drastically at the morula stage. The 8-cell stage appeared as a transition stage, consistent with the highest number of peaks detected. The k-mean clustering revealed four binding patterns of NR5A2 before the first lineage segregation (Fig. 1F). These were: (1) constant NR5A2-binding sites [cluster 1, (C1)], (2) binding sites from 2-cell to 8-cell stages (C2 and C4), (3) loci that gradually gained binding in later stages (C3 and C5), and (4) weak binding (C6). We next associated genes containing NR5A2 peaks within 10 kb of one of these binding clusters (Fig. 1G). We observed that a strong enrichment of NR5A2 binding is correlated with elevated gene expression at 4-cell and 8-cell stages (C1-C4). In contrast, clusters with weak NR5A2 enrichments (C6) did not show clear stage-specific gene expression. The binding sites gained from 8-cell to morula stage (C5) showed little to no association with gene expression, which could be consistent with these NR5A2-binding sites functioning as distal enhancers, potentially regulating target genes over long genomic distances.

Gene ontology analysis showed that constant NR5A2-binding sites were proximal to genes responding to leukemia inhibitory factor (LIF) (Fig. 1G, C1). NR5A2 binding from the 2-cell to the 8-cell stages was enriched near genes essential for chromosome segregation, DNA repair and blastocyst formation (Fig. 1G, C2 and C4). Notably, a cluster of NR5A2 binding, which peaked at the morula stage, was found near genes related to stem cell maintenance and protein serine/threonine kinase activity, including a component of Hippo signaling pathway and polarization, *Lats2*, and atypical protein kinase C (*Prkcz*) (Fig. 1G, C3). This raises the possibility that NR5A2 contributes to the first lineage specification by promoting the Hippo signaling pathway.

### KLF5 and GATA6 with NR5A2 co-occupy active chromatin

To identify potential co-regulators for NR5A2 in different cell stages, we investigated TF motifs enriched in NR5A2 peaks. The OCT4-SOX2 motifs are highly enriched in ESCs (Fig. 2A), suggesting that NR5A2 functions with OCT4 (POU5F1) and SOX2 in pluripotent cells (Festuccia et al., 2021). However, the OCT4-SOX2 motifs are not enriched in NR5A2 peaks from the 2-cell to the morula stage. Instead, our *de novo* motif searches identified KLF and GATA motifs in NR5A2 peaks and revealed that the motif enrichment increased at the 8-cell and morula stages (Fig. 2A). KLF motifs had also been identified in NR5A2 peaks at the 8-cell stage previously (Festuccia et al., 2024). We then examined a public ribosome profiling (Ribo-seq) dataset (Xiong et al., 2022; GSE165782) and found that KLF5 and GATA6 are upregulated from the 8-cell to blastocyst stage among these family members (Fig. 2B). KLF5 and GATA6 are known as lineage-determining factors in mouse pre-implantation development. KLF5 is required to establish bi-potential cell fate for both ICM and TE gene expression (Ema et al., 2008; Lin et al., 2010; Kinisu et al., 2021), while GATA6 plays a crucial role in PrE differentiation at the blastocyst stage (Morrisey et al., 1998; Koutsourakis et al., 1999; Wamaitha et al., 2015). These results indicate that NR5A2 may function with lineage-determining factors after ZGA.

**Fig. 2.**
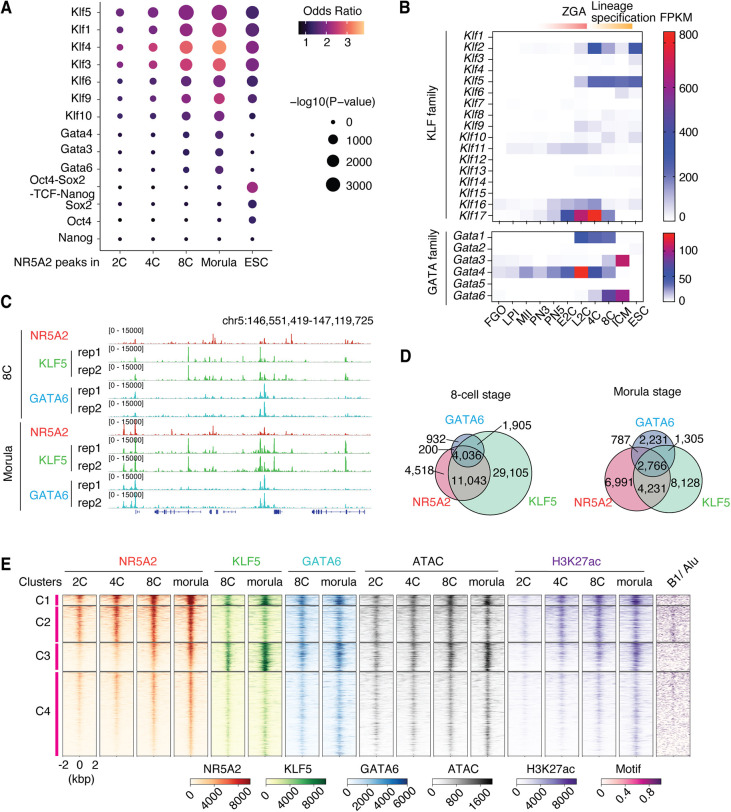
**Identification of co-regulators for NR5A2.** (A) Co-enrichment of TF motifs with NR5A2 peaks in each cell stage. The color indicates the odds ratio between observed and expected motif occurrence within the peak. The size of circle indicates the *P*-value. (B) Ribo-seq data (Xiong et al., 2022) showing the expression levels of KLF and GATA families at different developmental stages. CUT&Tag profiles for KLF5 and GATA6 with two replicates at the 8-cell and morula stages are shown. (D) Venn diagrams showing the number of overlapping peaks between NR5A2, KLF5 and GATA6 at the 8-cell and the morula stages. (E) Heatmap showing the enrichment of NR5A2, KLF5, GATA6, ATAC-seq and H3K27ac from the 2-cell to the morula stage with four different clusters. *SINE B1/Alu* motif occurrence is shown on the right. All maps extend for 2 kb on either side. 4C, 4-cell stage; 8C, 8-cell stage; E2C, early 2-cell embryo; FGO, full-grown oocytes; ICM, inner cell mass; L2C, late 2-cell embryo; LPI, late prometaphase I oocytes; MII, metaphase II oocytes; PN, pronuclear stage. (C) IGV snapshot showing co-occupancy of KLF5 (green) and GATA6 (blue) with NR5A2 (red).

To test whether NR5A2 co-occupies chromatin with these lineage-determining factors, we performed CUT&Tag for KLF5 and GATA6 at the 8-cell and morula stages. As expected, KLF5 and GATA6 peaks were detected at a subset of NR5A2-binding sites, suggesting that these TFs co-occupy chromatin at specific genomic loci (Fig. 2C,D). *De novo* motif analysis showed that canonical KLF5 and GATA motifs are enriched within these peaks (Fig. S2A). Principal component analysis showed the trajectory of NR5A2 chromatin binding, which follows the order of development. Interestingly, NR5A2 binding profiles at the morula stage tended to be similar to those of KLF5 and GATA6 at the 8-cell stage (Fig. S2B). To determine whether these co-occupied sites correlate with NR5A2 function at a later development stage, we classified NR5A2 peaks at the morula stage into four clusters based on signal of the three factors (Fig. 2E). Overall, the progressive increase of NR5A2 occupancy from the 2-cell to morula stages was observed in all clusters. Clusters 1 and 2 are loci that were strongly bound by NR5A2 from the 2-cell stage, while clusters 3 and 4 showed little to no NR5A2 occupancy at early stages. We identified strong occupancies of KLF5 and GATA6 at the morula stage at binding sites from clusters 1 and 3, suggesting that these sites are co-occupied by all three TFs. Notably, the high occupancy of these factors also correlated with a marked increase in H3K27ac at the morula stage (Fig. 2E, clusters C1 and C3). Consistent with earlier results (Fig. 1D), loci that were constantly bound by NR5A2 (cluster 2) contained the highest density of *SINE B1/Alu*. In contrast, newly gained binding sites (clusters 3 and 4) preferentially located at non-*SINE B1*/*Alu* regions with a somewhat degenerated NR5A2 motif (Fig. 2E, Fig. S2C,D). These data suggest that the potential co-occupancy of these three TFs is associated with the establishment of active promoters or enhancers.

### NR5A2 and KLF5 function synergistically in embryonic development

To investigate whether NR5A2 regulates gene expression alongside KLF5 or GATA6 during early embryonic development, we performed small interfering RNA (siRNA)-mediated KD in zygotes to perturb their functions. We found that *Gata6* KD was inefficient up to the 8-cell stage (Fig. S3A), requiring more than three cell divisions for protein depletion. Therefore, we focused on cooperativity of KLF5 with NR5A2. To deplete both NR5A2 and KLF5 proteins, siRNAs targeting *Nr5a2* and *Klf5* and co-injection marker *H2B-GFP* mRNA were microinjected into zygotes and cultured until the 8-cell stage (Fig. 3A). 

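RNA-seq was analysed from 12 libraries in 4 groups, each library made from a pool of 10 embryos: control (n = 2), Nr5a2 KD (n = 3), Klf5 KD (n = 3) and Nr5a2 Klf5 dKD (n = 4). Zygotes were injected with 5 µM siRNA against Nr5a2, 10 µM siRNA against Klf5 or 15 µM control siRNA, and the text does not name the concentrations combined for the dKD. ERCC spike-in RNA was added at lysis, and cDNA was made with a SMART-seq kit, which amplifies polyadenylated RNA from few cells and keeps neither the strand nor a molecular identifier. The authors trimmed the read pairs with TrimGalore, mapped them with STAR to GRCm38 with the ERCC and H2B-EGFP sequences added, and counted them over the exons of each gene with featureCounts. The deposited values are not scaled for library size. A read pair that overlapped several genes added an equal fraction to each, so 7.3 to 8.66% of the 55401 genes listed had a value in a library that was not whole, and the values were rounded before testing. Reads that mapped to several places and the strand of a read were not used in the counting, so genes with near-identical copies or with an overlapping gene are less certain.

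The counts on genes came to 7125468 and 7781886 in control, to 8873766, 7000245 and 7155238 in Nr5a2 KD, to 12560926, 8866530 and 7552156 in Klf5 KD, and to 7589716, 6676683, 7959092 and 7606638 in dKD, with a median of 7598177 over the 12 libraries. Between 19620 and 21398 genes had at least 1 count. ERCC transcripts took 0.398 and 0.459% of the counts in control and 0.204 to 0.378% in the 10 knockdown libraries. Mitochondrially encoded genes took 12.9 and 13.2% of the gene counts in control, 6.18 to 12.5% in Nr5a2 KD, 4.41 to 11.8% in Klf5 KD and 6.17 to 12.8% in dKD, a wide spread within each knockdown group. Groups were compared in pairs with edgeR's quasi-likelihood test after TMM normalization and a filter on genes with low counts. A gene was called at an adjusted p under 0.05 (Benjamini-Hochberg) and at least a 2-fold change.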

The 8-cell embryos were subsequently subjected to immunofluorescence analysis and RNA-seq. KD of either *Nr5a2* or *Klf5* resulted in efficient depletion of the respective mRNA and protein by the 8-cell stage (Fig. 3B-D). 

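Nr5a2 lies on chromosome 1 of GRCm38 from 136842571 to 136960448. Its mRNA abundance, in counts scaled to a common library size with the TMM factors (CPM), was 217 ± 10.5 in control (SD, n = 2), 31.9 ± 7.43 in Nr5a2 KD (SD, n = 3) and 29.7 ± 3.68 in dKD (SD, n = 4), or 14.7% and 13.7% of control. The log2 fold change was -2.74 in Nr5a2 KD (standard error 0.244, adjusted p = 0.000321 from edgeR's quasi-likelihood test) and -2.83 in dKD (standard error 0.202, adjusted p = 0.000198 from the same test). Every library of both groups was below both control libraries, with p = 0.1 for Nr5a2 KD and p = 0.0667 for dKD from two-sided exact permutation tests, the smallest that these group sizes allow. The decrease was called under all 14 alternative settings and with each library left out in turn. In Klf5 KD, Nr5a2 was at 192 ± 69.8 (SD, n = 3), not distinguishable from control (log2 fold change -0.18, adjusted p = 0.907 by edgeR). This small change was positive without Klf5 KD replicate 1 (0.064) and with the mitochondrial share as a covariate, chosen after seeing the data (0.29). With library sizes from the ERCC counts it was 0.47, below the median of all genes under that scaling.

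Klf5 lies on chromosome 14 from 99298691 to 99315036. It was at 455 ± 15.5 CPM in control (SD, n = 2) and at 111 ± 35.9 in Klf5 KD (SD, n = 3), or 24.5% of control, with 72.7, 117 and 144 in the 3 libraries. The log2 fold change was -2.03 (standard error 0.292), with an unadjusted p of 1.12e-05 from edgeR's quasi-likelihood test. The adjusted p was 0.0996, which is the smallest of that comparison and does not pass 0.05. It passed under DESeq2, with no filter on low counts, with all 12 libraries in one fit, with the replicate number as a block, without adjustment and without Klf5 KD replicate 3 (-2.25, adjusted p = 0.0357). Over its 14 alternatives the adjusted p ranged from 2.2e-08 to 0.399.

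**Figure D1:**
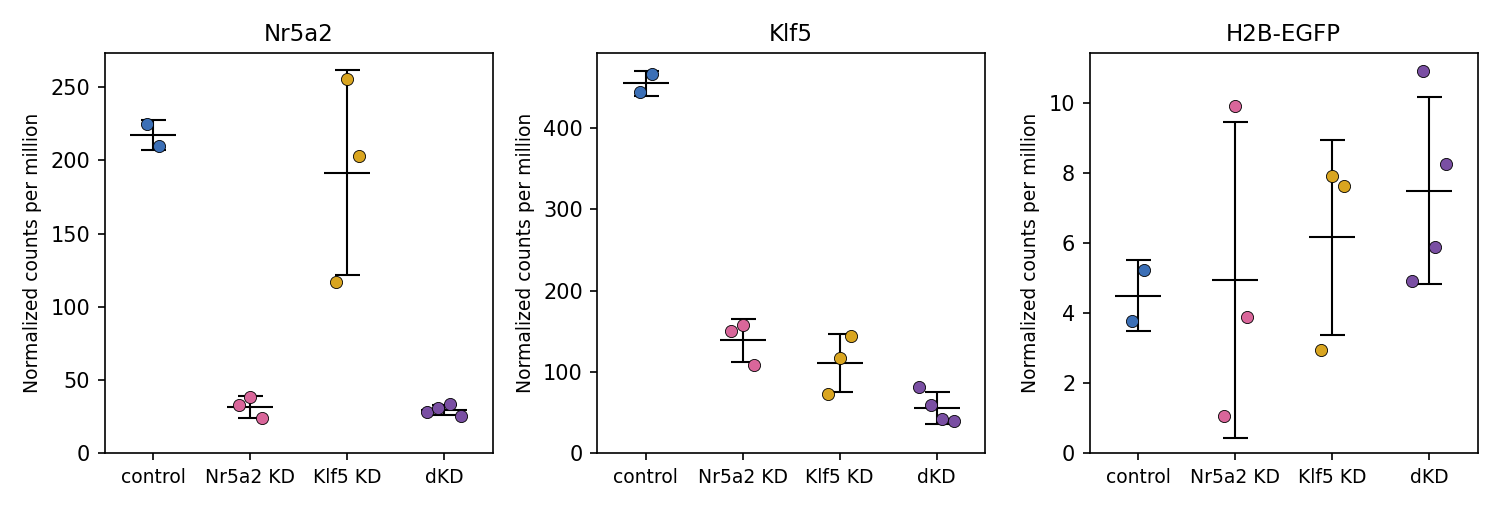
Abundance of Nr5a2, Klf5 and H2B-EGFP in TMM-normalized CPM (vertical axis) in the control, Nr5a2 KD, Klf5 KD and dKD libraries, with each point a library, long bars the means and error bars the SD. The Nr5a2 KD and dKD libraries have the lowest Nr5a2 values, and Klf5 is highest in the 2 control libraries.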

Notably, *Klf5* mRNA and protein abundances were also reduced upon *Nr5a2* KD, suggesting that *Klf5* expression is regulated by NR5A2 (Fig. 3B,C). This is consistent with our previous finding that NR5A2 inhibition causes a significant downregulation of *Klf5* transcription in 2-cell embryos (Gassler et al., 2022). 

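In the 3 Nr5a2 KD libraries, Klf5 mRNA was at 150, 158 and 109 CPM, a mean of 139 ± 26.5 (SD, n = 3) and 30.6% of control. The log2 fold change against control was -1.68 (standard error 0.225, adjusted p = 0.0013 from edgeR's quasi-likelihood test), and stayed between -1.78 and -1.53 with each library left out in turn. Of the 14 alternative settings, only scaling to the ERCC counts lost the call (log2 fold change -0.96, adjusted p = 0.132, where the 14 gave 4.63e-10 to 0.132). That scaling raised the median log2 fold change of all genes in this comparison to 0.82. Klf5 was thus about as low in Nr5a2 KD as in Klf5 KD, and the difference between these groups was within the replicate error (log2 fold change -0.34 in Klf5 KD against Nr5a2 KD, adjusted p = 0.522 by edgeR). From the lower Klf5 mRNA and protein after Nr5a2 KD, the paper proposes that NR5A2 regulates Klf5 expression. It also reports NR5A2 binding at distal elements near Klf5, with less H3K27ac there after Nr5a2 KD.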

Double KD of *Nr5a2 Klf5* (dKD) led to a further reduction of *Klf5* mRNA compared to *Nr5a2* KD alone and efficiently depleted both NR5A2 and KLF5 proteins (Fig. 3B-D).

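Klf5 mRNA in dKD was at 56 ± 19.5 CPM (SD, n = 4), 12.3% of control and 40.2% of its level in Nr5a2 KD. Against control the log2 fold change was -2.99 (standard error 0.269, adjusted p = 0.000602 from edgeR's quasi-likelihood test). Against Nr5a2 KD it was -1.31 (standard error 0.26). All 4 dKD libraries, from 39.9 to 82 CPM, were below all 3 Nr5a2 KD libraries (p = 0.0286 in a two-sided exact permutation test, the smallest that 4 libraries against 3 allow). EdgeR's unadjusted p for Klf5 was 0.00027. Adjusted over the 13017 genes of that comparison it was 0.999, so Klf5 was not called. DESeq2 called it on the same genes (log2 fold change -1.32, adjusted p = 0.0166). A fit with the mitochondrial share as a covariate, chosen after seeing the data, called it too (-1.33, adjusted p = 0.00649), and the adjusted p ranged from 0.000297 to 1 over the 14 alternatives. Nr5a2 itself did not differ between dKD and Nr5a2 KD (log2 fold change -0.10, adjusted p = 0.999 by edgeR).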

**Fig. 3.**
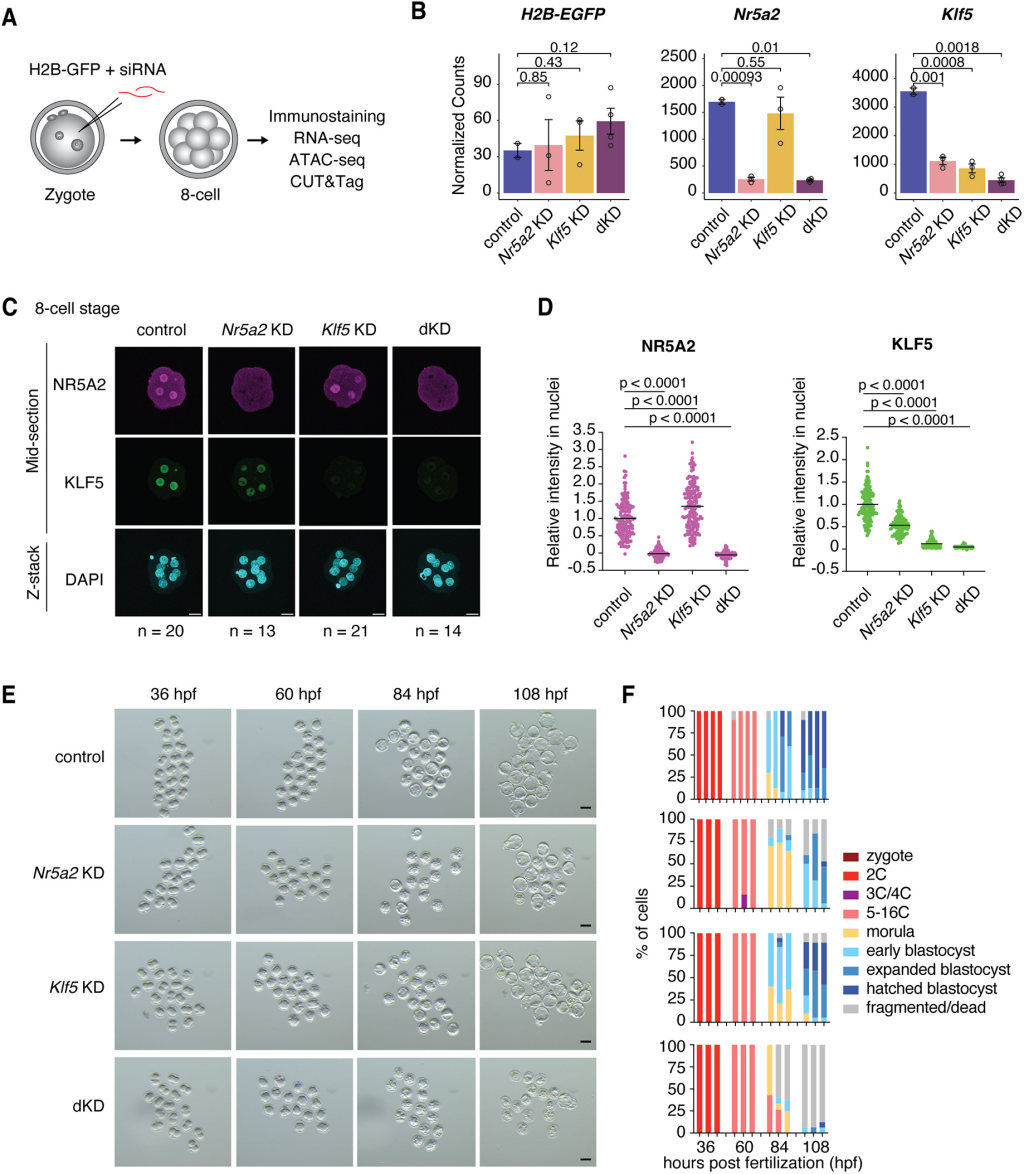
**NR5A2 and KLF5 contribution to pre-implantation development.** (A) Schematic of siRNA-mediated knockdown. siRNA targeting *Nr5a2* and/or *Klf5* was microinjected into zygotes. Immunostaining and genomics assays were performed with 8-cell embryos. (B) Abundance of co-injection marker *H2B-EGFP*, *Nr5a2* and *Klf5* transcripts in control (blue), *Nr5a2* KD (pink), *Klf5* KD (yellow) and *Nr5a2 Klf5* dKD (purple) 8-cell embryos. *P*-values (*t*-test, two-sided) are shown. Each dot represents a replicate of the RNA-seq experiment. Error bars represent s.d. (C,D) Representative images (C) and quantification (D) of immunostaining analysis showing NR5A2 (magenta), KLF5 (green) and DAPI (cyan) staining in 8-cell embryos. NR5A2 and KLF5 signals are shown in mid-section images. DAPI signals are presented as full *z*-stack images to visualize all nuclei. The number of embryos examined (*n*) from three independent experiments is indicated. Scale bars: 20 µm. Bars overlaid on the plots indicate means. *P*-values (*t*-test, two-sided) are shown. (E) Stereomicroscopic representative images showing embryonic development at different time points under different KD conditions (top to bottom: control, *Nr5a2* KD, *Klf5* KD, dKD). Scale bars: 75 µm. (F) Quantification of embryonic development experiments. The number of embryos examined (*n*) from three or four independent experiments were as follows: control, *n*=10, 8, 24 and 20; *Nr5a2* KD, *n*=10, 19 and 17; *Klf5* KD, *n*=10, 19 and 19; *Nr5a2 Klf5* dKD, *n*=14, 15 and 16.

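The co-injected H2B-EGFP transcript was detected in every library, with 9 to 77 counts. In TMM-normalized CPM it was at 4.5 ± 1.02 in control (SD, n = 2), 4.95 ± 4.51 in Nr5a2 KD (SD, n = 3), 6.16 ± 2.77 in Klf5 KD (SD, n = 3) and 7.49 ± 2.67 in dKD (SD, n = 4). The knockdown groups were at 110%, 137% and 166% of control. Two-sided exact permutation tests gave p = 0.9 for Nr5a2 KD, p = 0.5 for Klf5 KD and p = 0.2 for dKD, but with these group sizes p cannot go below 0.1, 0.1 and 0.0667, so a difference in the injected amount is not excluded. On the scale of DESeq2's size factors, H2B-EGFP was at 34.3 ± 7.6, 38.6 ± 34.9, 47.7 ± 20.7 and 58.6 ± 20.5 normalized counts (mean and SD) in control, Nr5a2 KD, Klf5 KD and dKD. On the same scale, Nr5a2 was at 1658 ± 88.2, 249 ± 56, 1489 ± 518 and 233 ± 29.8 normalized counts in these groups, and Klf5 at 3468 ± 102, 1087 ± 199, 864 ± 257 and 438 ± 149.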

Next, we tested whether NR5A2 and KLF5, alone or in combination, are required for development. Under our culture conditions, control embryos developed to the blastocyst stage, with a hatching rate (defined as breaking out of the zona pellucida) of >60% at 108 h post-fertilization (hpf) (Fig. 3E,F). *Nr5a2* KD embryos developed with a delay and fragmented around the morula stage, consistent with previous work (Fig. 3E,F) (Lai et al., 2023; Festuccia et al., 2024; Zhao et al., 2024). In contrast, *Klf5* KD resulted in a mild developmental defect and blastocysts contained a slightly smaller blastocoel (Fig. 3E,F). Remarkably, *Nr5a2 Klf5* double KD caused a severe developmental failure, with >90% of embryos dying and fragmenting (Fig. 3E,F). Immunofluorescence analysis showed that protein abundances of the first lineage markers NANOG (ICM marker) and CDX2 (TE marker) were significantly decreased in dKD embryos (Fig. S3B,C), indicating defects in the first lineage segregation. These results suggest that NR5A2 and KLF5 function synergistically in embryonic development.

### KLF5 contributes to H3K27ac deposition at genomic regions co-occupied by NR5A2

We next examined genome-wide transcriptional changes regulated by NR5A2 and KLF5 at the 8-cell stage (Fig. S4A, Table S3). 

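In a principal component analysis of the 500 most variable genes, on log2 CPM, component 1 held 65.7% of the variance and component 2 held 6.2%. On component 1, the control libraries scored -32.3 and -31.1 and the Klf5 KD libraries -35.8 to -33.5, while the Nr5a2 KD libraries scored 21.5 to 28.6 and the dKD libraries 13.8 to 28.4. The lowest score among the latter was that of dKD replicate 1, and the other 3 dKD libraries scored 24.2 or higher. Over all 14830 genes that passed the filter, components 1 and 2 held 34.9 and 14.4%.

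Between knockdown groups, 698 genes were lower and 694 higher in dKD than in Klf5 KD (of 12904 tested by edgeR). Klf5 KD against Nr5a2 KD gave 710 lower and 738 higher genes of 12668. These splits moved with the scaling. With total counts in place of TMM they were 486 and 1064, and 934 and 545. With library sizes from the ERCC counts they were 350 and 589, and 454 and 271. Whether dKD departs from the sum of the single knockdowns on the log scale was tested over all 12 libraries. Klf5 mRNA was already at 30.6% of control in Nr5a2 KD, against 24.5% in Klf5 KD. The contrast therefore asks only whether the siRNA treatments add up, and cannot decide on synergy of NR5A2 and KLF5. EdgeR called 0 of 14830 genes for this interaction (smallest adjusted p 0.479), with 715 genes, or 4.82%, at an unadjusted p under 0.05. With no filter on low counts it called 15. DESeq2 called 3 genes, named after their values were seen: Dusp6, Olfr832 and CT030661.1. In simulated data with 200 genes changed by more than 2-fold in dKD alone, this test recovered 42 of them (14225 genes). Recovery of smaller effects was not measured.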

*Nr5a2* KD and dKD with *Klf5* resulted in the downregulation of 483 and 489 genes, respectively, with 354 genes commonly affected in both conditions (Fig. 4A,B). In contrast, *Klf5* KD resulted in downregulation of only 29 genes (Fig. 4A,B). 

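Against control, 586 genes were lower and 457 higher in Nr5a2 KD (13262 genes tested by edgeR), and 529 were lower and 464 higher in dKD (13724 genes tested). The lower genes shared 393 members and the higher genes 296, and 0 genes were lower in one group and higher in the other. Simulated data had 200 genes changed by more than 2-fold. The same test recovered 48% of them for Nr5a2 KD against control (13068 genes) and 53% for dKD against control (13316 genes). The counts depend on both control libraries. Without control replicate 1, 206 genes were lower in Nr5a2 KD and 91 in dKD, and without control replicate 2 these numbers were 184 and 104. The higher genes were 114 and 41 without control replicate 1, and 120 and 67 without control replicate 2. Without dKD replicate 4, 274 genes were higher in dKD. The setting that moved the balance of the calls most was scaling to the ERCC counts, with 90 lower and 761 higher genes in Nr5a2 KD and 178 lower and 2838 higher in dKD. With total counts, 418 genes were lower and 650 higher in dKD.

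Across the 12917 genes tested in both comparisons, the log2 fold changes of Nr5a2 KD and dKD correlated with Pearson's r = 0.911, where genes are not independent replicates. The comparisons share their control libraries. In 20 simulations of unchanged groups against the same controls, this r was 0.655 to 0.679, and 0 genes were lower in both.

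The largest decreases with no overlap between libraries were in genes at or near 0 in the knockdown, so each fold is a lower bound against a floor of 3 counts over the group, for counting error only. In Nr5a2 KD, Gm10522 was at least 44.4-fold, Map2k6 at least 24.2-fold and Gm47938 at least 23.6-fold lower than in control. In dKD, Gm11714 was at least 50-fold and Cav1 at least 31.8-fold lower. Gm47938 had 0.5 counts over the 4 dKD libraries against 42 in control. Among genes with 0 counts in control, Nlrp6, Dgkk and Glb1l3 were at least 32.2-, 32- and 27.1-fold higher in Nr5a2 KD. Postn, Nlrp6 and Rdh1 were at least 39-, 38.7- and 32.6-fold higher in dKD. Without control replicate 1 the calls on Map2k6 (adjusted p = 0.0891), Gm47938 (0.152), Cav1 (0.0907) and Gm11714 (0.085) were lost by edgeR, and without control replicate 2 those on Gm10522 (0.0518), Map2k6 (0.1), Gm47938 (0.0562 in Nr5a2 KD and 0.0816 in dKD) and Cav1 (0.128). All 5 were also lost with the mitochondrial share as a covariate, an alternative chosen after seeing the data. The 5 higher genes were called with each library left out.

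**Figure D2:**
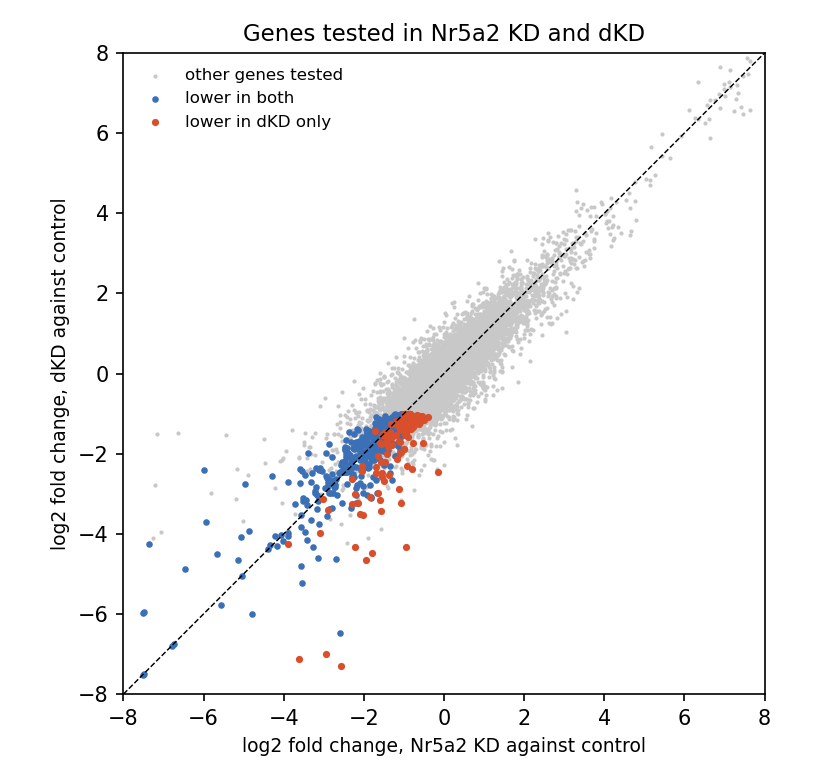
Log2 fold change against control in Nr5a2 KD (horizontal axis) and in dKD (vertical axis), each point a gene tested in both, with the 393 genes lower in both in blue, the 136 genes lower in dKD only in red and the other genes in grey. The dashed line marks equal fold changes, 12 genes lie outside the axes, and every red point lies to the left of 0 on the horizontal axis.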

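In Klf5 KD, edgeR called 0 of 12838 genes lower and 0 higher than in control. At an unadjusted p under 0.05 there were 1087 genes, or 8.47% of those tested, of which 385 were lower and 257 higher by at least 2-fold. DESeq2 on the same genes called 42 lower and 8 higher. Other settings of edgeR called genes too, with 146 lower and 107 higher with the replicate number as a block, 69 and 45 with no filter on low counts, 4 and 21 with library sizes from the ERCC counts, and 6 and 0 with all 12 libraries in one fit. Leaving out Klf5 KD replicate 3 gave 15 lower genes and 1 higher gene by edgeR, Slc25a3. Without control replicate 1 the only call was Kdelr3 and without control replicate 2 it was Gm26531, both lower. These 3 genes were named after their values were seen. In simulated data with 200 genes changed by more than 2-fold, edgeR recovered 96 of them at these group sizes and depths (13043 genes). Recovery of smaller effects was not measured.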

We cannot exclude the possibility that the minor effects of *Klf5* KD alone are due to inefficient knockdown (Fig. 3B-D). 

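The Klf5 siRNA left 810, 994 and 981 counts on Klf5 in the 3 Klf5 KD libraries, against 2932 and 3478 in control, so its level is well above the counting limit in each library. Leaving out each library in turn kept the log2 fold change of Klf5 between -2.25 and -1.81. The remaining mRNA was lowest in Klf5 KD replicate 1 and highest in replicate 3. An exact permutation test of 3 libraries against 2 cannot go below p = 0.1, which is what Klf5 reached here (two-sided).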

Downregulated genes upon *Nr5a2* KD and dKD were more enriched for NR5A2 and KLF5 peaks in their neighboring distal regions compared with upregulated genes (Fig. S4B), supporting a direct activation role for NR5A2 and KLF5. In addition, both *SINE B1/Alu*- and non-*SINE B1/Alu*-bound NR5A2 peaks also preferentially located near downregulated genes upon dKD (Fig. S4C). These results suggest that NR5A2 regulates gene expression through binding to both *SINE B1/Alu* and non-*SINE B1/Alu* regions.

**Fig. 4.**
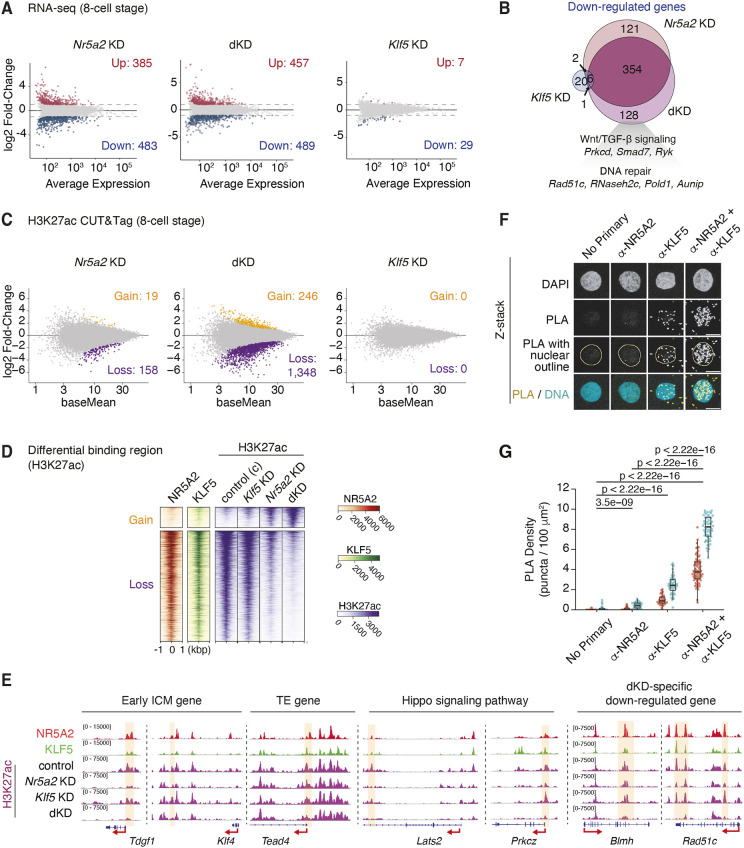
**Transcriptional regulation by NR5A2 and KLF5 at the 8-cell stage.** (A) MA plots of the log_2_ fold-change (*Nr5a2* KD/control, dKD/control and *Klf5* KD/control) in gene expression in *Nr5a2* KD (left), dKD (center) and *Klf5* KD (right). The number of up- and downregulated genes in each condition is shown. (B) Venn diagram showing the number of downregulated genes overlapping in *Nr5a2* KD, dKD and *Klf5* KD. The dKD-specific downregulated category contains genes related to Wnt/TGFβ signaling (*Prkcd*, *Smad7* and *Ryk*) and DNA repair (*Rad51c*, *Rnaseh2c*, *Pold1* and *Aunip*). (C) Differential binding analysis of H3K27ac CUT&Tag in *Nr5a2* KD (left), dKD (center) and *Klf5* KD (right). The numbers indicate gain and loss of H3K27ac regions in each condition. (D) Heatmap showing enrichment of H3K27ac on gain and loss of H3K27ac regions identified by differential binding analysis. H3K27 CUT&Tag data from three biological replicates merged are shown in each condition. (E) IGV snapshot highlighting the representative early ICM, TE, Hippo signaling pathway genes, and dKD-specific downregulated genes. H3K27ac CUT&Tag data are shown as merged profiles. (F) PLA showing a close association between NR5A2 and KLF5 in the nucleus. Eight-cell embryos were incubated with NR5A2 and/or KLF5 antibodies, and PLA signals were detected using a confocal microscope. A representative nucleus with *z*-stack is shown in each condition Scale bars: 10 µm. (G) Quantification of PLA signal density in each condition from two independent experiments (red and cyan). *P*-values (Mann–Whitney test) are shown. Sample sizes (embryos) in each replicate are as follows: no primary, *n*=6, 7; anti-NR5A2, *n*=8, 7; anti-KLF5, *n*=5, 7; anti-NR5A2+anti-KLF5, *n*=10, 8.

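Tdgf1, a gene of the early inner cell mass, fell from 43 ± 14.8 CPM in control (SD, n = 2) to 2.05 ± 1.05 in Nr5a2 KD (SD, n = 3), a log2 fold change of -4.34 (standard error 0.406, adjusted p = 0.000321 from edgeR's quasi-likelihood test). Klf4 fell from 56.3 ± 13.7 to 12.7 ± 7.27 (log2 fold change -2.13, standard error 0.391, adjusted p = 0.00678 by edgeR). Its call was lost with library sizes from the ERCC counts, with the mitochondrial share as a covariate and without control replicate 2 (-1.85, adjusted p = 0.0666). Tead4, a trophectoderm gene, fell from 98 ± 3.55 to 47.8 ± 16.4 (log2 fold change -1.01, standard error 0.273, adjusted p = 0.0393 by edgeR). This lies close to the 2-fold threshold, and 5 of 14 alternatives lost the call, among them total counts. It was also lost without control replicate 1 (-0.99, adjusted p = 0.227), control replicate 2 (-1.04, 0.197), Nr5a2 KD replicate 1 (-0.86, 0.121) or Nr5a2 KD replicate 3 (-0.87, 0.0461).

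Of 12 inner cell mass markers listed before the data were examined, 11 were tested. They include Tdgf1 and Klf4, which the study picked from these libraries. Their median log2 fold change was -0.37, 2 were called lower and 1 higher, and 5 had an adjusted p under 0.05 adjusted over the list alone. Camera gave an adjusted p of 0.0102 over 34 list tests, fry gave 0.00286, and camera with an estimated correlation gave 0.186. Of 13 trophectoderm markers, 10 were tested, 3 were called lower and 3 higher, and 7 passed adjusted over the list alone. Their median was -0.38 and their mean 0.35, of opposite sign, with a camera adjusted p of 0.839.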

The genes downregulated upon *Nr5a2* KD include early ICM and TE genes (Fig. S4D, Table S3), consistent with previous findings (Lai et al., 2023; Festuccia et al., 2024). 

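Lats2 was at 39.8 ± 0.729 CPM in control (SD, n = 2) and 8.26 ± 1.63 in Nr5a2 KD (SD, n = 3), a log2 fold change of -2.24 (standard error 0.276, adjusted p = 0.000838 from edgeR's quasi-likelihood test). It was lost as a call only with library sizes from the ERCC counts (adjusted p = 0.052, where the 14 alternatives gave 1.06e-09 to 0.052). Prkcz was at 62.1 ± 4.87 in control and 23.8 ± 7.27 in Nr5a2 KD (log2 fold change -1.36, standard error 0.277, adjusted p = 0.011 by edgeR). The call on Prkcz was lost with library sizes from the ERCC counts, with the replicate number as a block over all 12 libraries, with the mitochondrial share as a covariate, without control replicate 1 (adjusted p = 0.0671) and without control replicate 2 (0.11). In dKD, Lats2 was at 34.5% of control and Prkcz at 32.3%, both called. Both calls were lost with library sizes from the ERCC counts, without control replicate 1 (adjusted p = 0.122 and 0.0736) and without control replicate 2 (0.123 and 0.104), and that on Lats2 also with the mitochondrial share as a covariate. Of 24 genes of Hippo signaling and cell polarity listed before the data were examined, which include both genes and Tead4, 21 were tested. Their median log2 fold change in Nr5a2 KD was -0.245, 3 were called lower and 0 higher, and 5 had an adjusted p under 0.05 adjusted over the list alone. Camera's adjusted p for the list was 0.0799.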

We found that *Nr5a2* KD resulted in the downregulation of genes functioning in the Hippo signaling pathway, such as *Lats2* and *Prkcz*, suggesting a role for NR5A2 in the first lineage specification. 

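Of the genes called lower in dKD, 74.3% were also called lower in Nr5a2 KD. The other 136 genes were called lower in dKD only. All of them had a negative log2 fold change in Nr5a2 KD, with a median of -0.99 there against -1.40 in dKD. Both comparisons use the same 2 control libraries, which alone favours equal signs. A set of 20 simulations, chosen after the results were seen, had effects in dKD and none in Nr5a2 KD. In these, 71.1 to 76.4% of the genes lower in dKD only had a negative value in Nr5a2 KD, with medians from -0.27 to -0.21. They leave out that same-numbered Nr5a2 KD and dKD libraries deviated together (correlations of 0.13, 0.221 and 0.254), so they cover the shared controls only. Of the 136, 116 had an unadjusted p under 0.05 in Nr5a2 KD, and 28 passed an adjusted p of 0.05 at less than a 2-fold change. Set directly against Nr5a2 KD, 109 of these genes were tested by edgeR, 15 were lower in dKD at an unadjusted p under 0.05 and 0 were called, with a median log2 fold change of -0.32. Over all genes of this direct comparison edgeR called 0 genes, with 447 at an unadjusted p under 0.05 and a smallest adjusted p of 0.999. DESeq2 called 4, all lower in dKD: Parpbp, Gng2, Klf5 and Apoa1, of which Parpbp, Gng2 and Apoa1 were named after their values were seen. In simulated data with 200 genes changed by more than 2-fold, edgeR recovered 52.5% of them in this direct comparison (12846 genes) and DESeq2 59.5%. Recovery of smaller effects, such as the median of -0.32 here, was not measured. The number of genes lower in dKD only moved with single libraries, from 14 and 19 without control replicates 1 and 2 to 245 without dKD replicate 1, with 83 and 76 without dKD replicates 3 and 4. Another 193 genes were lower in Nr5a2 KD and not called in dKD.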

NR5A2 regulates 74% (360 out of 489) of the genes downregulated in dKD, while an additional 128 genes were specifically downregulated in dKD (Fig. 4B). These dKD-specific downregulated genes are involved in categories related to Wnt/TGFβ signaling (*Prkcd*, *Smad7* and *Ryk*) and DNA repair (*Rad51c*, *RNaseh2c*, *Pold1* and *Aunip*), potentially explaining the severe developmental defects in the dKD condition (Fig. 4B).

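Of the genes in these categories, edgeR called Rad51c and Rnaseh2c in dKD. Rad51c, at 11.7 ± 0.899 CPM in control (SD, n = 2), was at 2.23 ± 1.43 in dKD (SD, n = 4; log2 fold change -2.33, standard error 0.556, adjusted p = 0.0255) and at 2.91 ± 1.61 in Nr5a2 KD (SD, n = 3; -1.98, standard error 0.476, adjusted p = 0.0238), and was called in both. Rnaseh2c fell to 43.9% of control in dKD (log2 fold change -1.15, adjusted p = 0.0269 by edgeR) and to 52.1% in Nr5a2 KD (-0.92, adjusted p = 0.0718). The 3 calls were lost with library sizes from the ERCC counts and with the mitochondrial share as a covariate, and those on Rnaseh2c and on Rad51c in Nr5a2 KD also with the replicate number as a block. In dKD, Rad51c and Rnaseh2c were not called without control replicate 1 (adjusted p = 0.128 and 0.119), control replicate 2 (0.174 and 0.262) or dKD replicate 3 (0.0513 and 0.0554), nor was Rnaseh2c without dKD replicate 4 (0.0677). In Nr5a2 KD, Rad51c was not called without control replicate 1 (0.107), control replicate 2 (0.145) or Nr5a2 KD replicate 2 (0.0594).

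The others did not pass an adjusted p of 0.05 with a 2-fold change by edgeR. Prkcd had a log2 fold change of -0.99 in dKD (adjusted p = 0.0689) and -0.96 in Nr5a2 KD. For Ryk the values were -1.16 (adjusted p = 0.0685) and -0.70, for Pold1 -1.07 (adjusted p = 0.061) and -0.86, and for Aunip -1.18 (adjusted p = 0.0731) and -1.20. Aunip was also at 44.4% of control in Klf5 KD (log2 fold change -1.17, adjusted p = 0.512 by edgeR). Smad7 had a log2 fold change of -2.12 in dKD (adjusted p = 0.0656), but its control libraries had 16 and 94 counts, and without control replicate 2 the value was -0.47. DESeq2 called these 5 genes in dKD, and edgeR called Pold1 without dKD replicate 2 (-1.21, adjusted p = 0.0469) and Prkcd without dKD replicate 4 (-1.25, 0.0293). In Nr5a2 KD, edgeR called Prkcd and Aunip without Nr5a2 KD replicate 3 (-1.12, 0.0136 and -1.54, 0.0297) and with the replicate number as a block (adjusted p = 0.0224 and 0.0494). The block also called both in dKD, Prkcd at -1.31 (adjusted p = 0.00347) and Aunip at -1.54 (adjusted p = 0.0184). Smad7 in Nr5a2 KD was at -1.49, and at 0.15 without control replicate 2. Directly between dKD and Nr5a2 KD, the log2 fold changes of all 7 genes lay between -0.63, for Smad7, and 0.01, for Aunip, each with an adjusted p of 0.999 by edgeR.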

To elucidate the mechanism by which NR5A2 and KLF5 regulate chromatin accessibility and/or promoter/enhancer activity, we performed ATAC-seq (Corces et al., 2017) and H3K27ac CUT&Tag in each KD condition at the 8-cell stage (Fig. 3A, Fig. S5A,B). Differential binding analysis revealed a strong depletion of H3K27ac in both *Nr5a2* KD and dKD conditions (Fig. 4C, Fig. S5C). Although our ATAC-seq data could not be used for this analysis due to variability in signal detection in the control condition, chromatin accessibility showed similar trends in regions where H3K27ac is affected (Fig. S5D). We observed a reproducible reduction of chromatin accessibility on NR5A2-binding sites near downregulated genes by *Nr5a2* KD (Fig. S5F), in agreement with previous reports (Lai et al., 2023; Festuccia et al., 2024). These data support a function of NR5A2 as a pioneer TF that promotes chromatin accessibility and suggest an involvement in the deposition of H3K27ac at regulatory elements.

In contrast, *Klf5* KD had negligible effects on H3K27ac deposition (Fig. 4C, Fig. S5C), consistent with the mild effects observed by RNA-seq. Interestingly, we observed more H3K27ac affected regions in *Nr5a2 Klf5* dKD than in the single *Nr5a2* KD condition (Fig. 4C, Fig. S5D). Moreover, regions with a strong reduction of H3K27ac tended to be co-bound by both NR5A2 and KLF5 (Fig. 4D, Fig. S5E), implying synergistic effects of NR5A2 and KLF5. Integrative Genomics Viewer (IGV) snapshots showed that *Nr5a2* KD and dKD led to reduced H3K27ac at NR5A2 binding sites near the early ICM-, TE- and Hippo signaling-related genes (Fig. 4E). A marked reduction of H3K27ac was observed at genes specifically downregulated in *Nr5a2 Klf5* dKD (Fig. 4E). Collectively, these results indicate that KLF5 contributes to H3K27ac deposition at genomic regions co-occupied by NR5A2 to regulate gene expression.

To test the proximity of NR5A2 and KLF5 in individual cells of an embryo, we performed a proximity ligation assay (PLA) (Soderberg et al., 2006). This method detects the close physical proximity of two target proteins, where oligonucleotide-conjugated antibodies in proximity generate a quantifiable rolling-circle amplification signal. PLA signals were detected significantly above background only in the presence of both NR5A2 and KLF5 antibodies, suggesting that these TFs are in close association in the nuclei of 8-cell stage embryos (Fig. 4F,G). The results of this orthogonal approach are consistent with the co-occupancy of TFs determined by CUT&Tag (Fig. 2D).

We next investigated how NR5A2 and KLF5 regulate each other. We found that NR5A2 binds to *Klf5*-adjacent distal regulatory elements that control *Klf5* expression in ESCs (Su et al., 2025). *Nr5a2* KD led to reduced H3K27ac at this regulatory region, supporting a role for NR5A2 in regulating *Klf5* expression (Fig. S6A). We then tested whether KLF5 promotes NR5A2 chromatin binding. To increase the sensitivity of chromatin binding profiles with a limited number of input cells, targeted insertion of promoters sequencing (TIP-seq) (Bartlett et al., 2021) was performed for NR5A2 in control and *Klf5* KD 8-cell embryos (Fig. S6B). NR5A2 occupancy was not significantly altered upon *Klf5* KD (Fig. S6C), indicating that NR5A2 chromatin binding is largely independent of KLF5.

### NR5A2 regulates GATA factors and *Xist*

In early embryonic development, GATA TFs regulate the expression of *Xist*, a non-coding RNA essential for initiating X chromosome inactivation (XCI) (Ravid Lustig et al., 2023). 

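Xist was at 210 ± 14.2 CPM in control (SD, n = 2), 75 ± 16.3 in Nr5a2 KD (SD, n = 3), 61.3 ± 24.8 in dKD (SD, n = 4) and 168 ± 96.6 in Klf5 KD (SD, n = 3). The log2 fold change was -1.46 in Nr5a2 KD (standard error 0.232, adjusted p = 0.00324 from edgeR's quasi-likelihood test) and -1.75 in dKD (standard error 0.347, adjusted p = 0.0119). The call in dKD was lost with library sizes from the ERCC counts, without control replicate 1 (adjusted p = 0.0779) and without control replicate 2 (0.106). The call in Nr5a2 KD was lost with library sizes from the ERCC counts (log2 fold change -0.72), with all 12 libraries in one fit, with or without the replicate number as a block, and without control replicate 2 (adjusted p = 0.0518). Gata1, on the X chromosome from 7959260 to 7978071 in GRCm38, was at 38.2 ± 4.41 in control, 12 ± 1.82 in Nr5a2 KD and 9.61 ± 3.72 in dKD. Its log2 fold change was -1.64 in Nr5a2 KD (standard error 0.269, adjusted p = 0.00368 by edgeR), lost with library sizes from the ERCC counts and without control replicate 1 (adjusted p = 0.0555), and -1.96 in dKD (adjusted p = 0.0066), lost without control replicate 1 (0.074) and control replicate 2 (0.0503).

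Tsix lies antisense to Xist, and counting without strand cannot assign the reads of shared exon bases. Its log2 fold change in Nr5a2 KD was -1.52 (adjusted p = 0.00923 by edgeR). The call was lost with library sizes from the ERCC counts and with all 12 libraries in one fit, with or without the replicate block. It was also lost with the mitochondrial share as a covariate and without control replicate 2 (-1.38). Ftx did not pass the threshold (-0.91, adjusted p = 0.304). Tsx rose from 5.58 ± 0.505 to 32.1 ± 15.4 CPM (log2 fold change 2.57, adjusted p = 0.00366 by edgeR). Each library pools embryos of unknown sex, and Xist is expressed in female embryos. The summed CPM of 6 Y-linked genes were 41.4 ± 8.5 in control, 74 ± 11.1 in Nr5a2 KD, 101 ± 16.9 in dKD and 52.9 ± 42.1 in Klf5 KD. Both control libraries were below all Nr5a2 KD and dKD libraries in this sum (p = 0.1 and p = 0.0667 in two-sided exact permutation tests, the smallest these group sizes allow). In Nr5a2 KD this rests on Eif2s3y, since the other 5 genes, summed, were at 32.1 ± 2.43 against 27.3 ± 6.37 in control and overlapped (p = 0.5 in the same exact permutation test), while in dKD they were at 44.1 ± 8.02, above both control libraries.

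**Figure D3:**
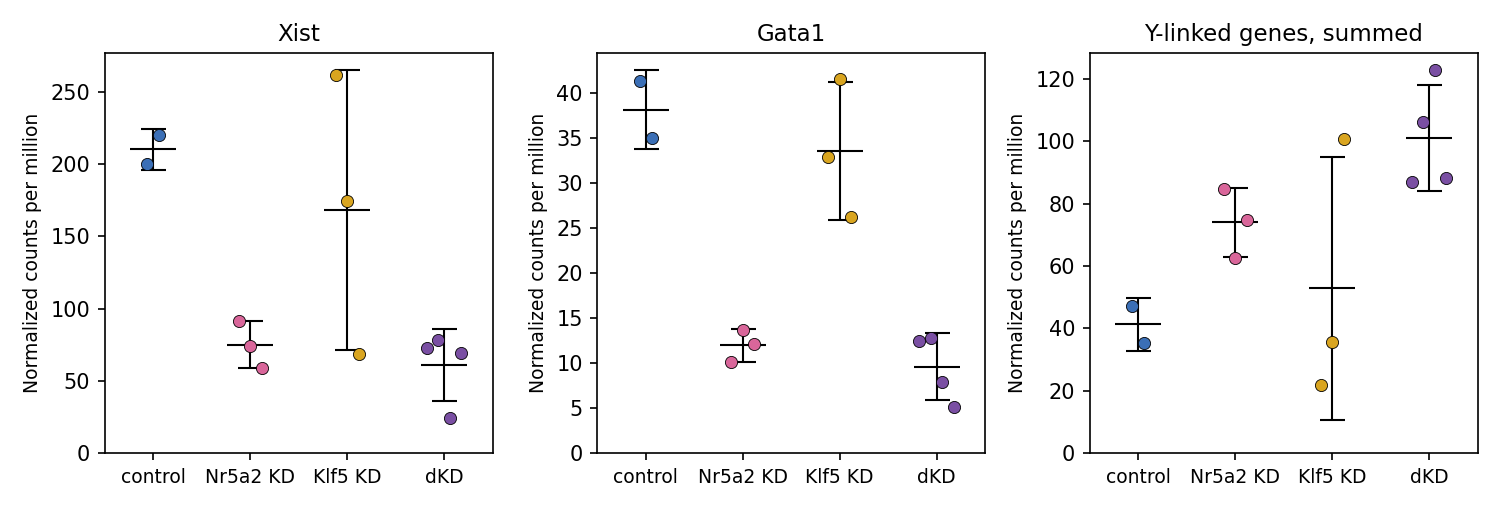
Xist, Gata1 and the sum of 6 Y-linked genes in TMM-normalized CPM (vertical axis) in the control, Nr5a2 KD, Klf5 KD and dKD libraries, with each point a library, long bars the means and error bars the SD. Among the Klf5 KD libraries, the one with the highest Y-linked sum, 100.8, has the lowest Xist, 68.5.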

Our RNA-seq data revealed that *Nr5a2* KD resulted in downregulation of *Xist* and its regulator *Gata1* (Fig. 5A). While *Gata4* and *Gata6* showed only mild transcriptional downregulation, immunofluorescence analysis showed a significant reduction in GATA6 protein upon *Nr5a2* KD (Fig. 5B,C). 

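Gata4 was at 15.4 ± 4.14 CPM in control (SD, n = 2) and 10.8 ± 4.21 in Nr5a2 KD (SD, n = 3), a log2 fold change of -0.49 (standard error 0.373, adjusted p = 0.477 from edgeR's quasi-likelihood test). Gata6 was at 145 ± 2.74 in control and 122 ± 24.9 in Nr5a2 KD (log2 fold change -0.23, standard error 0.232, adjusted p = 0.609 by edgeR). Two-sided exact permutation tests gave p = 0.4 and p = 0.3, where 0.1 is the smallest that 3 libraries against 2 allow. With library sizes from the ERCC counts, which shift all genes of this comparison upward, the log2 fold changes were 0.16 and 0.49, both below the median of all genes under that scaling. With the mitochondrial share as a covariate, an alternative chosen after seeing the data, they were 0.028 and 0.047. In dKD, Gata4 and Gata6 had log2 fold changes of -0.46 and -0.25.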

NR5A2 binds to the *Gata1* promoter and distal regions near the *Gata6* transcription start site (TSS), and *Nr5a2* KD led to reduced H3K27ac at these regions (Fig. S7A). These data indicate that NR5A2 acts upstream of these GATA TFs and is associated with their expression. To exclude the possibility that our observed effect on XCI genes resulted from the stochastic imbalance of the ratio between male and female embryos in bulk RNA-seq, we re-analyzed published single-embryo RNA-seq data (Festuccia et al., 2024) with *Nr5a2* maternal-zygotic knockout 8-cell embryos. We found that *Xist* is substantially decreased in female embryos (Fig. S7B,C). These findings raise the interesting possibility that NR5A2 functions upstream of GATA TFs in regulating imprinted XCI.

**Fig. 5.**
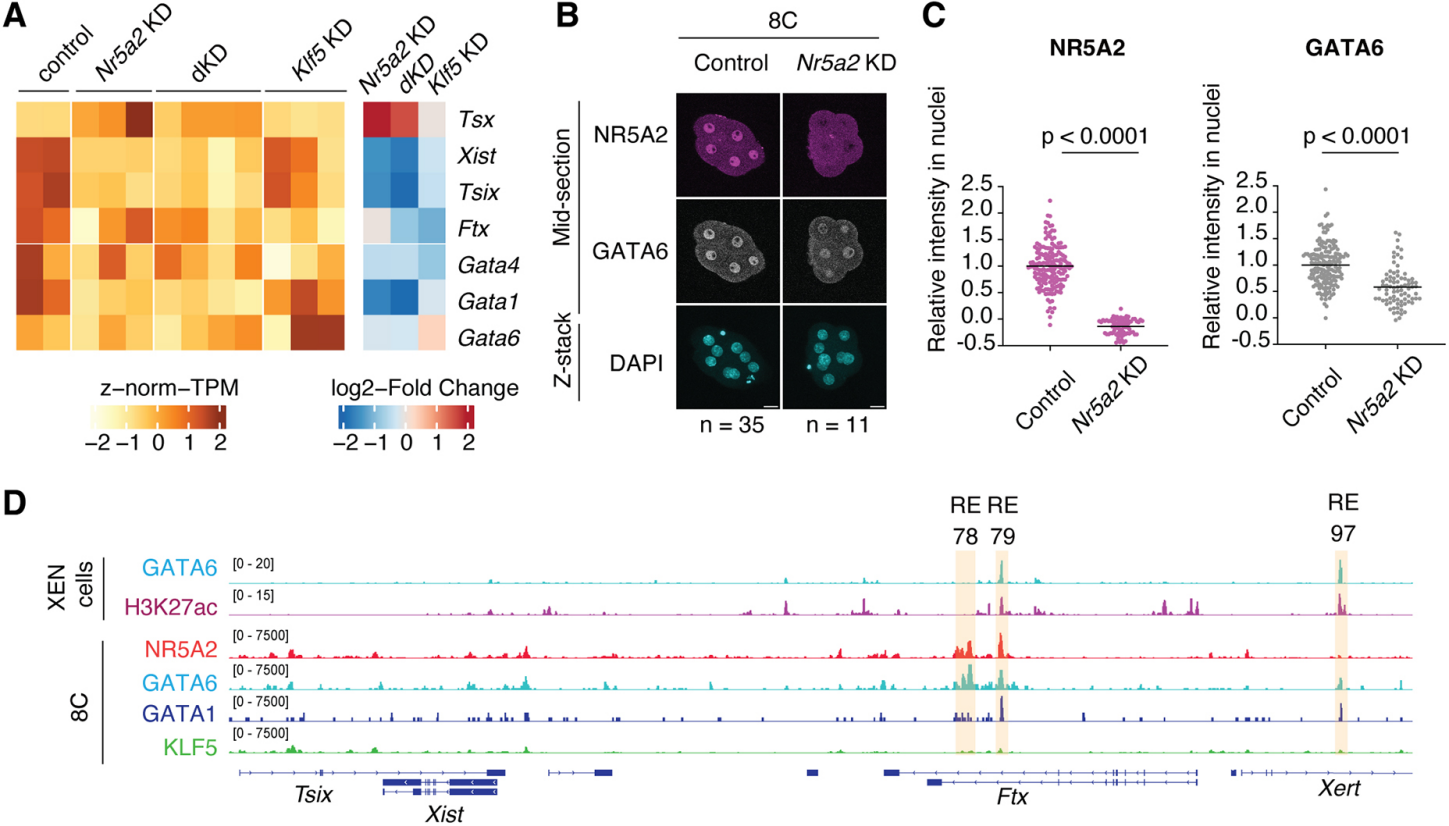
***Xist* expression is regulated by NR5A2 and GATA factors.** (A) RNA expression of XCI-related genes and GATA family members. Heatmaps show *z*-normalized TPM values for each replicate and log_2_ fold-changes (*Nr5a2* KD/control, dKD/control and *Klf5* KD/control). (B,C) Representative images (B) and quantification (C) of immunostaining analysis showing NR5A2 (magenta), GATA6 (gray) and DAPI (cyan) in 8-cell embryos. NR5A2 and GATA signals are shown in mid-section images. DAPI signals are shown as full *z*-stack images. The number of embryos examined (*n*) from three independent experiments is indicated. Scale bars: 20 µm. Bars overlaid on the plots indicate means. *P*-values (*t*-test, two-sided) are shown. (D) IGV snapshot showing NR5A2 (red), GATA6 (light blue), GATA1 (dark blue) and KLF5 (green) near the *Xist* genomic locus. GATA6 and H3K27ac signals from extra-embryonic endoderm (XEN) cells are shown as control. Orange highlighted regions indicate *Xist* regulatory elements identified in previous studies (Gjaltema et al., 2022; Ravid Lustig et al., 2023).

Previous studies identified distal regulatory elements (REs) 79 and 97 as *Xist* enhancers targeted by GATA TFs (Ravid Lustig et al., 2023). We mapped GATA1 chromatin binding profiles using CUT&RUN (Fig. S8) (Skene and Henikoff, 2017) because data obtained by CUT&Tag was relatively sparse data for GATA1. We observed GATA6 and slightly weak GATA1 occupancy at RE79 and RE97 at the 8-cell stage (Fig. 5D), supporting a role of GATA factors in targeting these distal REs to regulate imprinted XCI in pre-implantation development (Ravid Lustig et al., 2023). Interestingly, we found that NR5A2 co-occupies RE79 with GATA1 and GATA6, but is not detected at RE97. In addition to these REs, NR5A2 and GATA6 co-occupancy was also detected at RE78 (Gjaltema et al., 2022), a locus where GATA6 is not bound in extra-embryonic endoderm cells (Fig. 5D). Although it remains to be tested whether RE78 directly regulates *Xist*, these data raise the possibility that NR5A2 regulates *Xist* expression, either directly or indirectly, through its role in upregulating GATA factor expression.

### NR5A2 co-binds to nucleosomes with KLF5 and GATA6 *in vitro*

Our genomics analyses suggested that NR5A2 co-occupies chromatin with KLF5 and GATA6 to regulate transcriptional activation at the 8-cell stage. However, bulk CUT&Tag data cannot distinguish between whether a site is simultaneously bound by factors or whether the site is occupied by one factor in some cells and another factor in other cells. To test whether KLF5 and GATA6 can, in principle, co-bind to the same nucleosome with NR5A2, we purified recombinant full-length mouse NR5A2 as well as the DNA-binding domains (DBDs) of KLF5 and GATA6 (Fig. 6A). To test their DNA-binding specificities, we performed electrophoretic mobility shift analysis (EMSA). KLF5 DBD preferentially bound to the naked DNA containing its own motif, although some non-specific binding was observed (Fig. S9A). GATA6 DBD bound specifically to its own motif (Fig. S9A), demonstrating that the purified proteins selectively recognize their target DNA sequences.

**Fig. 6.**
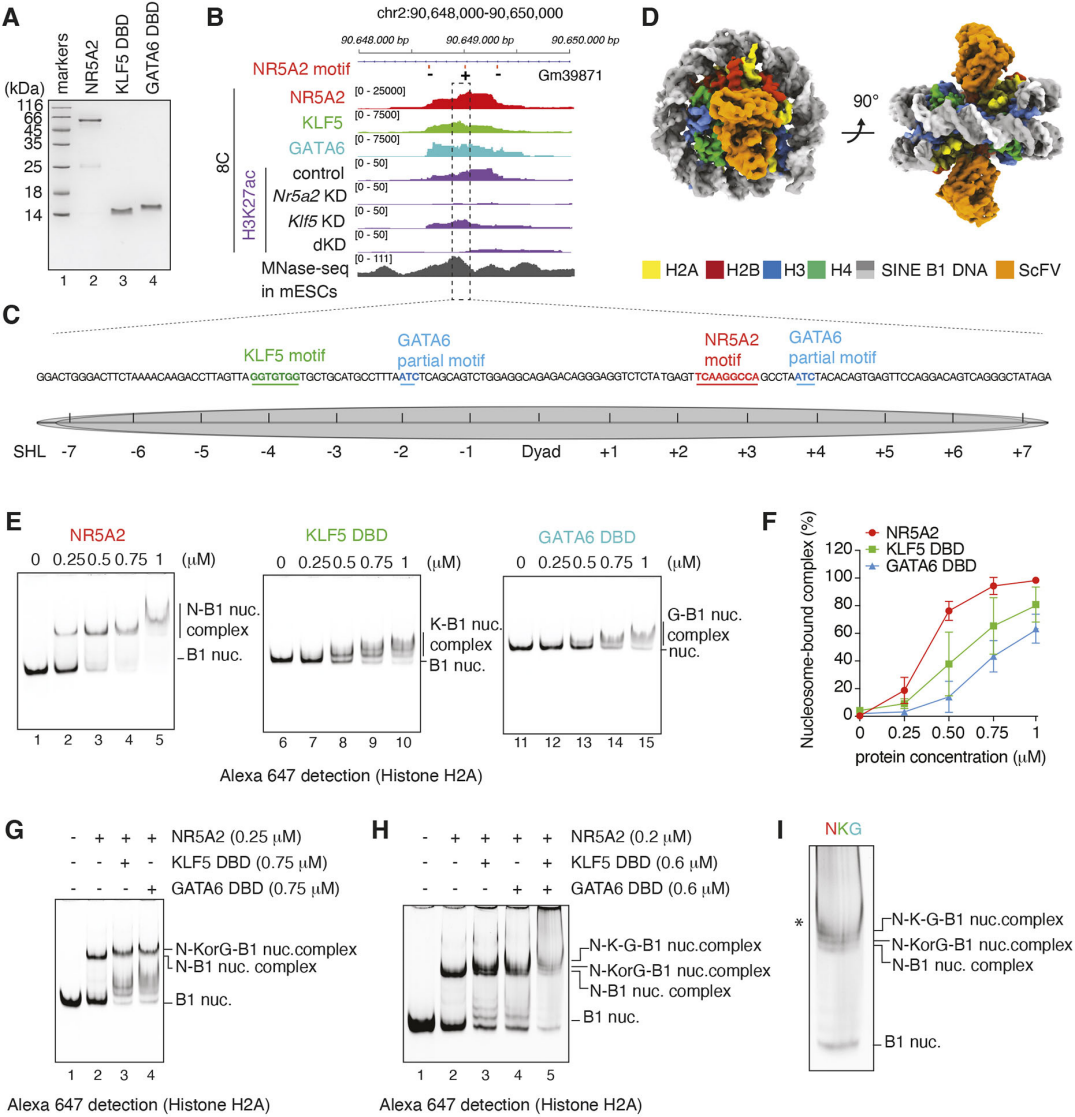
**Nucleosome binding by pioneer TFs NR5A2, KLF5 and GATA6.** (A) Purified mouse NR5A2 full-length (lane 2), KLF5 DBD (lane 3) and GATA6 DBD (lane 4). Lane 1 shows molecular markers. (B) IGV snapshot showing co-occupancy by NR5A2, KLF5 and GATA6 along with MNase-seq profiles in mESCs. The dashed rectangle highlights the region used for mono-nucleosome reconstitution. 8C, 8-cell stage. (C) The sequence of a 149 bp DNA fragment containing *SINE B1*/*Alu* was used for mono-nucleosome reconstitution. NR5A2 (red), KLF5 (green) and GATA6 (blue) motifs are highlighted. SHL, superhelical location. (D) The cryo-EM structure of B1-nucleosome bound by ScFV. (E,F) Representative gel images (E) and quantification (F) of EMSA. Nucleosomes were analyzed by 5% native-PAGE and detected by Alexa Fluor 647 fluorescence. Data are shown as mean±s.d. for three independent experiments. (G) Representative EMSA gel showing TFs co-binding on the B1-nucleosome. Nucleosomes were analyzed by 6% native-PAGE and detected by Alexa Fluor 647 fluorescence. Reproducibility was confirmed with three independent experiments. (H) Representative EMSA gel showing NKG (NR5A2-KLF5-GATA6) co-binding on the B1-nucleosome. Nucleosomes were analyzed by 6% native-PAGE and detected by Alexa Fluor 647 fluorescence. Reproducibility was confirmed with three independent experiments. (I) Enlarged image of lane 5 from H. An asterisk marks an additional band, potentially non-specific KLF5 DBD binding to the NKG-B1 nucleosome complex.

To examine direct interactions between nucleosomes and NR5A2, KLF5 and GATA6 (hereafter referred to as NKG), we selected a nucleosome-enriched region measured by MNase-seq (GSE82127) in mouse ESCs (mESCs) and targeted by NKG at the 8-cell stage (Fig. 6B). *Nr5a2* KD and *Nr5a2 Klf5* dKD resulted in reduced H3K27ac, indicating that NR5A2 contributes to establishing active chromatin at this genomic locus. The selected DNA sequence of 149 bp is a part of *SINE B1/Alu*, which contains motifs for NR5A2 (5′-TCAAGGCCA-3′), KLF5 (5′-GGTGTGG-3′) and two separated GATA6 partial motifs (5′-GAT-3′) that can be recognized by one of the tandem zinc finger domains (Fig. 6C). We reconstituted the nucleosome-containing selected *SINE B1* DNA, resulting in NR5A2, KLF5 and GATA6 motifs located near superhelical locations +2.5, −4 and −2/+4, respectively. Single-particle analysis using cryogenic electron microscopy (cryo-EM) was performed in the presence of the single-chain variable fragment (ScFv) of a nucleosome antibody, which can stabilize the nucleosomes by binding to the acidic patch regions on histones (Zhou and Bai, 2021). We determined the nucleosome-containing selected mouse endogenous DNA at 4.1 Å resolution without crosslinking (Fig. 6D, Fig. S9B-E). The nucleosomal DNA was tightly wrapped around histones, showing that the nucleosome containing *SINE B1* DNA (hereafter referred to as B1 nucleosome) forms a canonical nucleosome structure.

We then tested NKG binding specificity to the B1 nucleosome. We detected specific band shifts corresponding to NR5A2-, KLF5 DBD- or GATA6 DBD-B1 nucleosome complexes, suggesting that the selected endogenous nucleosome can be targeted by these three TFs *in vitro* (Fig. 6E,F, Fig. S9F). Competition assays revealed that NR5A2- and GATA6 DBD-B1 nucleosome complexes were displaced by a 10-20× excess of specific competitor DNA, but not by the same amount of non-specific competitor DNA (Fig. S9G, lanes 1-6 and 17-22). In contrast, a 20× excess of non-specific competitor DNA largely outcompeted KLF5 DBD from the nucleosome (Fig. S9G, lane 16), while 2-10× excess of non-specific competitor DNA still allowed detectable KLF5 DBD-B1 nucleosome complex (Fig. S9G, lanes 7-15). Thus, NR5A2, KLF5 and GATA6 directly engage with their own motifs on B1 nucleosomal DNA.

To determine whether NR5A2 co-binds nucleosomes with either KLF5 or GATA6, KLF5 DBD or GATA DBD (0.75 µM) was incubated with the B1 nucleosome in the presence of a low amount of NR5A2 (0.25 µM). Higher-order complexes with slower migration than the NR5A2-B1 nucleosome complex were detected (Fig. 6G, lanes 2-4), suggesting that NR5A2 co-binds to the nucleosome with KLF5 or GATA6. Lastly, we tested whether NR5A2 co-binds with both KLF5 and GATA6 to the B1 nucleosome using a slightly reduced concentration of each TF to limit the total amount of protein. Higher-order complexes with slower migration than the NR5A2-KLF5 and NR5A2-GATA6 complexes were detected upon addition of all three TFs (Fig. 6H, lane 5, Fig. 6I). These *in vitro* binding assays suggest that the pioneer TFs NR5A2, KLF5 and GATA6 can simultaneously target nucleosomes containing their recognition motifs *in vitro*.

## DISCUSSION

In this study, we show that NR5A2 chromatin binding changes with every cell division during the totipotency-to-pluripotency transition. As predicted from gene ontology analysis, NR5A2 regulates genes associated with the ICM, the TE and the Hippo signaling pathway. NR5A2 regulates the expression of KLF and GATA family TFs, which in turn function as co-regulators of NR5A2 during the totipotency-to-pluripotency transition. We provide evidence based on CUT&Tag of embryos, PLA of individual cells in embryos and *in vitro* nucleosome binding assays that NR5A2 co-binds with lineage-determining TFs at certain genomic regions. Our data suggest that KLF5 contributes to H3K27ac deposition at genomic regions co-occupied by NR5A2, while GATA1 and GATA6 bind to distal *Xist* enhancers in conjunction with NR5A2. Thus, NR5A2 is a key factor that orchestrates gene regulatory networks involved in lineage-determining factors prior to cell fate commitments. Our findings highlight how feed-forward regulatory loops by NR5A2 ensure robust gene activation during pre-implantation development (Fig. 7A).

**Fig. 7.**
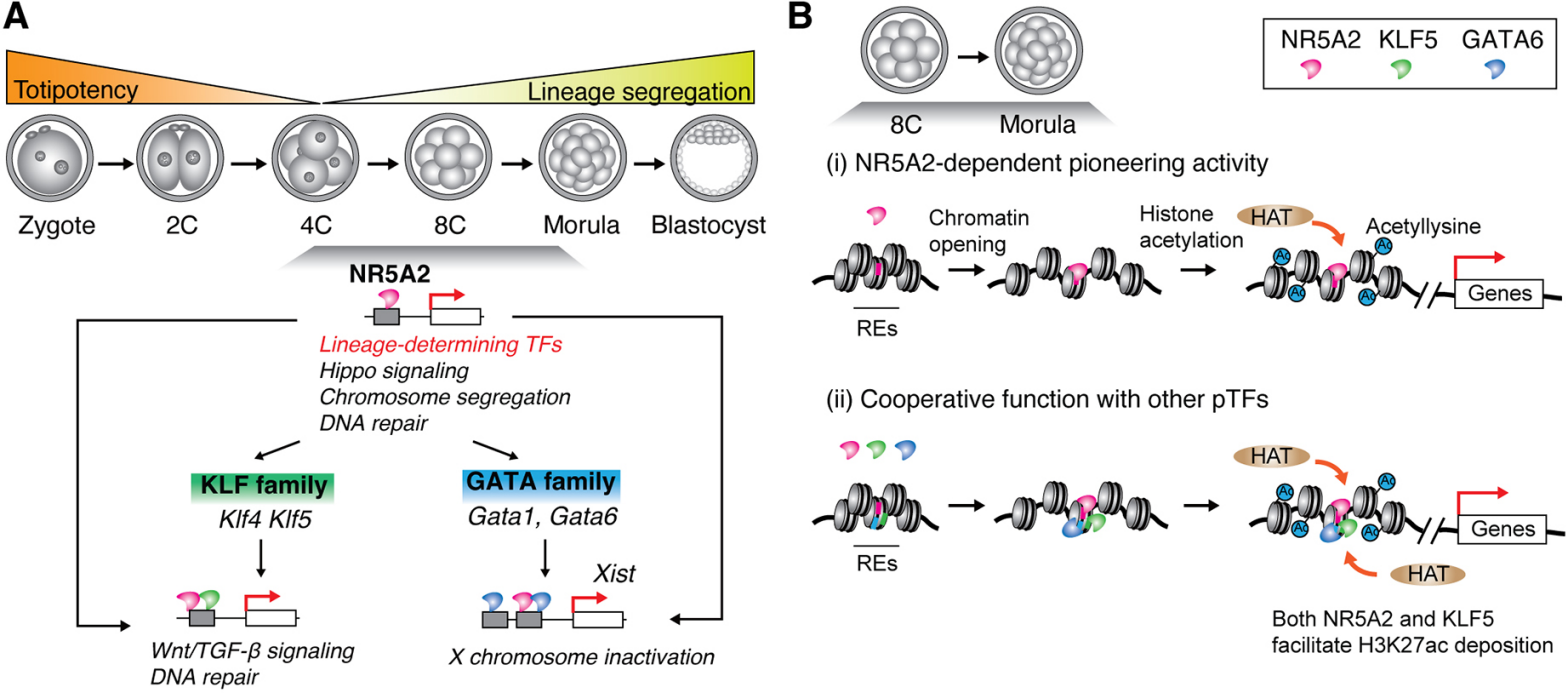
**Feed-forward loop regulation by NR5A2 during the totipotency-to-pluripotency transition.** (A) Model of feed-forward loop mediated by NR5A2. Following zygotic genome activation, NR5A2 regulates a broad set of genes involved in lineage-determining factors, Hippo signaling, chromosome segregation and DNA repair. NR5A2 regulates the expression of KLF and GATA family TFs, which subsequently function as co-regulators of NR5A2. KLF5 and GATA6 co-occupy the chromatin with NR5A2 and further regulate transcription, such as Wnt signaling and *Xist*, ensuring proper embryonic development. (B) Proposed models of NR5A2 pioneer factor function in the mouse pre-implantation embryos. (i) NR5A2 recognizes and binds to its own motif sequence on nucleosomal DNA. NR5A2 locally opens the closed chromatin and recruits a histone acetyltransferase (HAT), such as p300, to establish active promoters or enhancers. (ii) Following local chromatin opening, both NR5A2 and KLF5 recruit a HAT to enhance histone acetylation for transcriptional activation. GATA6 also potentially binds to nucleosomes and stimulates transcription through its pioneering activity. 2C, 2-cell stage; 4C, 4-cell stage; 8C, 8-cell stage; REs, regulatory elements.

Our genomics assays revealed that NR5A2 promotes chromatin accessibility and facilitates H3K27ac deposition as a pioneer TF. The exact mechanisms by which NR5A2 leads to chromatin reorganization and regulates epigenetic states remain unknown. Our cryo-EM analysis of the NR5A2-nucleosome complex revealed that NR5A2 partially unwraps nucleosomal DNA at the entry-exit site (Kobayashi et al., 2024). This structural change on the nucleosome is presumably required for local chromatin opening by evicting linker histone H1. Given that orphan nuclear receptors are associated with ATP-dependent chromatin remodelers and histone acetyltransferase p300 (Adachi et al., 2018; Chervova et al., 2024), NR5A2 may recruit these factors to disrupt the nucleosome and promote deposition of active chromatin marks at regulatory elements (Fig. 7B, i).

KLF5 is required for proper pre-implantation development and regulates lineage specification (Ema et al., 2008; Lin et al., 2010; Kinisu et al., 2021). In trophoblast stem cells, KLF5 maintains open chromatin and deposits H3K27 at TSSs through interaction with p300 (Dou et al., 2024). Despite its importance, KLF5 perturbation has relatively little effect in 8-cell embryos, possibly due to redundancy with KLF4 or other KLF family members (Kinisu et al., 2021). 

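In Klf5 KD, 10 Klf genes other than Klf5 were tested. Their median log2 fold change against control was -0.86, 7 were negative, 6 were lower at an unadjusted p under 0.05, and 0 were called by edgeR. Klf4 was at 84.5 ± 24 CPM in Klf5 KD (SD, n = 3), not distinguishable from control (log2 fold change 0.58, adjusted p = 0.627 by edgeR). Among the genes with lower values were Klf11 (log2 fold change -2.27, adjusted p = 0.127) and Klf3 (-1.64, adjusted p = 0.127), which DESeq2 called. With library sizes from the ERCC counts the median of these 10 genes was -0.20, against a median of 0.66 for all genes.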

Intriguingly, our data indicate synergistic roles for NR5A2 and KLF5 in embryonic development (Fig. 3E,F) and H3K27ac deposition (Fig. 4C,D). One possible explanation is that KLF5 requires NR5A2 chromatin binding, thereby recruiting histone acetyltransferase to promote active chromatin. Since KLF5 expression is regulated by NR5A2, we could not directly test whether NR5A2 facilitates KLF5 chromatin binding by siRNA-mediated knockdown. An acute protein-depletion approach for short-term perturbation is required to dissect how these TFs regulate each other. We propose that NR5A2 functions together with KLF5 at a subset of regulatory elements to establish active chromatin during the totipotency-to-pluripotency transition (Fig. 7B, ii).

A notable finding is that NR5A2 binding is highly dynamic and undergoes changes with each blastomere division. In addition, NR5A2 targeting to *SINE B1*/*Alu* elements gradually decreases at later developmental stages. The mechanisms by which pioneer TFs selectively bind their own motifs in chromatin remain an open question. Previous studies have proposed that an increase in pioneer TF concentration correlates with chromatin opening and binding at new genomic regions (Blassberg et al., 2022; Gibson et al., 2024). Consistent with this, the number of NR5A2 peaks gradually increases concomitantly with higher RNA expression at the 8-cell stage, suggesting that local high concentration of NR5A2 may increase the chance of chromatin-binding events and keep chromatin open. Another possibility involves the regulation of *SINE B1*/*Alu* accessibility. The shutdown of *SINE B1*/*Alu* transcription may modulate the NR5A2 binding distribution. It has been reported that the KRAB (Krüppel-associated box) zinc finger protein ZFP266 binds to *SINE B1*/*Alu* and impedes chromatin opening by pluripotent factors (Kaemena et al., 2023). It is conceivable that embryo-specific KRAB zinc finger proteins play a specific role in repressing *SINE B1*/*Alu* elements during pre-implantation development.

Recently, a model has been proposed in which motifs on nucleosomes can act as signpost elements to direct TF combinatorial binding to enhancers (O'Dwyer et al., 2025). It would be interesting to determine the motif requirements, such as directionality and spacing, that govern the combinatorial binding of nuclear receptors, KLF, and GATA factors during development. Taken together, our study revealed the dynamics of chromatin binding profiles of TFs during the totipotency-to-pluripotency transition and provided fundamental insights into how TFs ensure robust gene activation through feed-forward loops.

### Study limitations

Since this study is based on siRNA-mediated KD approaches, we cannot exclude the possibility that there is some degree of inefficiency in the KD assay. KLF5 gross abundance is decreased upon KD. However, there are precedents for chromatin-binding proteins that the chromatin-bound fraction can be difficult to deplete, e.g. auxin-mediated degradation of CTCF results in a gross loss of CTCF but not at some CTCF-bound sites (Luan et al., 2021). In this scenario, the *Nr5a2 Klf5* dKD would have a stronger effect on KLF5 depletion than *Klf5* KD because KLF5 synthesis is strongly reduced in the former, providing a potential explanation for the severe developmental phenotype of *Nr5a2 Klf5* dKD embryos.

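At the mRNA level, Klf5 in dKD was at 50.4% of its level in Klf5 KD, a log2 fold change of -0.98 (standard error 0.304, adjusted p = 0.0507 from edgeR's quasi-likelihood test). The groups overlapped, with dKD replicate 1 above Klf5 KD replicate 1, and p was 0.0857 in a two-sided exact permutation test. The adjusted p ranged from 0.000757 to 0.288 over 14 alternatives. The gene was called with no filter on low counts, with the mitochondrial share as a covariate, without Klf5 KD replicate 1 (-1.19, adjusted p = 0.0276) and without dKD replicate 1 (-1.22, 0.0201).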

## MATERIALS AND METHODS

### Animals

All animals housed at MPIB were sacrificed prior to the removal of organs in accordance with the European Commission Recommendations for the euthanasia of experimental animals (Part 1 and Part 2). Breeding and housing as well as the euthanasia of the animals were fully compliant with all German (e.g. German Animal Welfare Act) and EU (e.g. Directive 2010/63/EU) applicable laws and regulations concerning care and use of laboratory animals. Mice were kept at a daily cycle of 14-h light and 10-h dark with access to food *ad libitum*. Mice were bred in the MPIB animal facility.

### Collection of mouse embryos

We used B6CBAF1 frozen zygotes (Janvier Labs) for genome-wide mapping of NR5A2, KLF5, GATA6, H3K27ac and ATAC-seq. Zygotes were thawed according to a manual of kits of frozen zygotes and cultured in potassium-supplemented simplex-optimized medium (KSOM) with a lumox dish (Sarstedt). Embryos at the 2-cell, 4-cell, uncompacted 8-cell and morula (∼32-cells without fluid-filled cavity) stages were collected after thawing at 22-24 h (34-36 hpf), 29-31 h (41-43 hpf), 44-46 h (56-58 hpf) and 59-60 h (71-72 hpf), respectively. For KD experiments followed by RNA-seq, H3K27ac CUT&Tag and ATAC-seq, zygotes were collected from superovulated B6129F1 female mice (3-5 weeks) mated with B6CBAF1 male mice (>8 weeks). To induce superovulation, females were injected with pregnant mare serum gonadotropin (5 IU) followed by human chorionic gonadotropin injection 46-48 h later. Zygotes were obtained by opening the oviduct 19 h after human chorionic gonadotropin injection.

### Immunofluorescence

The zona pellucida was removed by treatment with acidic Tyrode's solution. Embryos were fixed in 4% formaldehyde for 30 min and then permeabilized with 0.5% Triton X-100 in PBS. Blocking was carried out in 1% bovine serum albumin (BSA; Sigma-Aldrich, A8577) in PBTX (0.1% Triton X-100 in PBS) for 1 h at room temperature. Cells were incubated with primary antibodies (NR5A2: 1:100, R&D Systems, PP-H2325-00; KLF5: 1:100, Proteintech, 21017-1-AP; GATA6: 1:500, R&D Systems, AF1700; CDX2: 1:200, BioGenex, MU392A-UC; NANOG: 1:500, Active Motif, 61419) for 1 h at room temperature on a nutator. Cells were washed through blocking solution three times with PBTX and were incubated with the appropriate secondary antibody (1:500, Thermo Fisher Scientific, goat anti-mouse Alexa Fluor 488 or 647, goat anti-rabbit Alexa Fluor 568, donkey anti-goat Alexa Fluor 594) for 30 min at room temperature. After three washes with PBTX, cells were mounted onto SUPERFROST Plus Adhesion microscope slides with VECTASHIELD with DAPI. Images were acquired using a confocal microscope (Leica, STELLARIS 5). All images were analyzed with Fiji and Arivis Pro/Vision4D. The signal intensity within nuclei of control samples was determined, and the cytoplasmic signal was subtracted as background. The average signal intensity of the control samples was set as 1.0.

### Microinjection of zygotes for siRNA knockdown

For siRNA knockdown, isolated zygotes (8-9 hpf) were microinjected with siRNAs against targets *Nr5a2* (5 µM), *Klf5* (10 µM) or control (15 µM). As a control of successful injection, 150 ng/µl H2B-EGFP was co-injected. The siRNA targeting control and *Nr5a2* (Lai et al., 2023) were ordered as *Silencer* Select from Life Technologies. A predesigned siRNA (160900, Silencer^TM^ pre-designed siRNA, Life Technologies) was used for Klf5 KD. To test *Gata6* KD efficiency, 100 µM of siRNA targeting *Gata6* (#158651, Silencer pre-designed siRNA, Life Technologies) was used. The injected embryos were cultured in KSOM using lumox dishes (35 mm, Sarstedt) under 5% O_2_, 5% CO_2_, 90% N_2_.

### Embryonic development assay

Embryos were cultured in 30 µl microdrops of KSOM using lumox dishes (35 mm, Sarstedt) under 5% O_2_, 5% CO_2_, 90% N_2_. Embryonic development was monitored once every 24 h using a stereomicroscope with a camera (Flexacam C3, Leica Microsystems).

### PLA

PLA was performed using Duolink assay reagents (Sigma-Aldrich). Zona pellucida was removed by treatment with acidic Tyrode's solution. Embryos were fixed in 4% formaldehyde for 30 min and then permeabilized with 0.5% Triton X-100 in PBS. Blocking was carried out in 1% BSA (Sigma-Aldrich, A8577) in PBTX (0.1% Triton X-100 in PBS) for 1 h at 37°C. Cells were incubated with primary antibodies (NR5A2: 1:100, R&D Systems, PP-H2325-00; KLF5: 1:100, Proteintech, 21017-1-AP) in blocking solution for 1 h at room temperature on a nutator. Embryos were washed through 1× Duolink washing buffer A three times and were incubated with probe mixture (rabbit PLUS probe DUO92002 and mouse MINUS probe DUO92004) for 1 h at 37°C. After three washes with 1× Duolink washing buffer A, embryos were incubated with the ligation mixture for 30 min at 37°C. After three washes with 1× Duolink washing buffer A, embryos were incubated with the amplification mixture for 100 min at 37°C. Embryos were washed through 1× Duolink washing buffer B twice, followed by a quick wash in PBS. Embryos were incubated with VECTASHIELD with DAPI and mounted. Images were acquired using a confocal microscope (Leica, STELLARIS 5). All images were analyzed with custom Fiji and R scripts. Only PLA spots located within each nucleus were counted and used for further analysis. The PLA density was calculated as total number of PLA spots across all image stacks per total area of nucleus. The Mann–Whitney test was used for statistical comparison of PLA density between two conditions.

### CUT&Tag

CUT&Tag was performed as described previously (Gassler et al., 2022). Embryos with intact zona pellucida were incubated with ice-cold extraction buffer (25 mM HEPES-NaOH, pH 7.4, 50 mM NaCl, 3 mM MgCl_2_, 300 mM sucrose and 0.5% Triton X-100) on ice for 6-7 min and were washed three times with ice-cold extraction buffer without Triton X-100. Pre-extracted embryos were immediately lightly fixed in Dulbecco's phosphate-buffered saline (DPBS) with 0.1% formaldehyde for 2 min at room temperature. Embryos were incubated in antibody buffer [20 mM HEPES-NaOH, pH 7.5, 150 mM NaCl, 0.5 mM Spermidine, 0.1% BSA, 2 mM EDTA and 1× Protease inhibitor cocktail (Roche) with primary antibody [1:100; NR5A2 (R&D Systems, PP-H2325-00), KLF5 (Proteintech, 21017-1-AP), GATA6 (R&D Systems, AF1700), H3K27ac (Active motif, 39133)] overnight at 4°C on nutator. Embryos were washed three times through antibody buffer and further incubated with secondary antibody [1:100, guinea pig anti-rabbit H&L antibody (ABIN101961, Antibodies-Online) for anti-rabbit primary antibody, rabbit anti-mouse IgG H&L (ab46540, abcam) for anti-mouse primary antibody, and rabbit anti-goat IgG H&L (ab6697, abcam) for anti-goat primary antibody] for 1.5 h at room temperature. Cells were washed three times with Wash buffer [20 mM HEPES-NaOH, pH 7.5, 150 mM NaCl, 0.5 mM Spermidine and 1× Protease inhibitor cocktail (Roche)] and further incubated with homemade pA-Tn5 or pAG-Tn5 adaptor complex (1:250) for 1.5 h at room temperature. Embryos were washed three times through Wash-300 buffer [20 mM HEPES-NaOH, pH 7.5, 300 mM NaCl, 0.5 mM Spermidine and 1× Protease inhibitor cocktail (Roche)]. Embryos were transferred into a 1.5 ml DNA LoBind Tube (Eppendorf) with 200 µl Tagmentation buffer (10 mM MgCl_2_ in Wash-300) and incubated at 37°C for 1 h. The samples were then deproteinized and reverse-crosslinked. The DNA was purified by phenol-chloroform extraction and followed by ethanol precipitation. The DNA was amplified in a 50 µl reaction with 1× Q5 High-Fidelity Master mix (NEB) and 0.25 µM barcoded primers using the following PCR program: 72°C for 5 min; 98°C for 30 s; 15 cycles of 98°C for 10 s and 63°C for 10 s; final extension at 72°C for 1 min and hold at 4°C. After the PCR reaction, libraries were purified with 1.1× AMPure XP magnetic beads (Beckman Coulter) and were eluted in 20 µl RNase-free water. Purified DNA libraries were sequenced on a NextSeq 500 (Illumina), Novaseq 6000 (Illumina) or AVITI (Element Biosciences) with paired-end reads.

### TIP-seq

TIP-seq was performed according to the original protocol (Bartlett et al., 2021). The procedure was carried out in the same manner as the CUT&Tag method until the Tn5-mediated DNA tagmentation step. DNA tagmentation reaction was conducted in 50 µl Tagmentation buffer using Axygen 0.2 ml MAXYMum Recovery Thin Wall PCR Tubes. The samples were then deproteinized and reverse-crosslinked by adding 1.7 μl 0.5 M EDTA, 1 μl 10% SDS (0.2% final) and 0.5 μl 20 mg/ml proteinase K (Roche, 03115887001) and incubating for 2 h at 50°C, followed by overnight incubation at 65°C. After adding 2 μl of homemade spike-in *Drosophila* DNA, tagmented gDNA was purified using 2× volume of AMPure XP magnetic beads (Beckman Coulter), and DNA and beads were resuspended in 8 μl RNase-free water. The further steps involving gap filling, *in vitro* transcription, cDNA synthesis and cDNA tagmentation were performed according to the original TIP-seq protocol (Bartlett et al., 2021). The tagmented DNA was amplified in a 50 µl reaction with 1×Q5 High-Fidelity Master mix (NEB) and 0.25 µM barcoded primers using the following PCR program: 72°C for 5 min; 98°C for 30 s; 12 cycles of 98°C for 10 s and 63°C for 10 s; final extension at 72°C for 1 min and hold at 4°C. After the PCR reaction, libraries were purified by 1.1× AMPure XP magnetic beads (Beckman Coulter) and were eluted in 20 µl RNase-free water.

### CUT&RUN

CUT&RUN was performed according to the published protocol (Hayashi and Inoue, 2023) with a few modifications. Eight-cell embryos were treated with acidic Tyrode's solution to remove the zona pellucida, and washed through 0.15% BSA in PBS on a microplate (Nunc™ Microwell™ Minitrays). Embryos were incubated in antibody buffer [20 mM HEPES-NaOH, pH 7.5, 150 mM NaCl, 0.5 mM Spermidine, 0.02% Digitonin, 2 mM EDTA and 1× Protease inhibitor cocktail (Roche) with primary antibody (1:100, GATA1 (abcam, ab11852)] overnight at 4°C on a nutator. Embryos were washed three times through antibody buffer and further incubated with secondary antibody (1:100, guinea pig anti-rabbit H&L antibody (ABIN101961, Antibodies-online) for 1 h at room temperature. After incubation, embryos were washed three times through cold Dig-Wash buffer (20 mM HEPES-NaOH, pH 7.5, 150 mM NaCl, 0.5 mM Spermidine, 0.02% digitonin and 1× Protease inhibitor cocktail), followed by incubation in Dig-Wash buffer for 20 min at room temperature. Embryos were further incubated with cold Dig-Wash buffer containing homemade pAG-MNase (500 ng/µl) for 1.5 h on ice with gentle nutation. Embryos were washed twice in cold Dig-Wash buffer and incubated for 20 min at room temperature with gentle nutation. Embryos were transferred into a 1.5 ml tube containing 50 µl of the wash buffer and then captured by Bio-Mag Plus Concanavalin A-coated beads. After removing the supernatant, 180 µl cold Dig-wash buffer was added, and MNase reaction was carried out in the presence of 2 mM CaCl_2_ for 20 min on ice. The reaction was stopped by adding 20 µl 10XSTOP buffer (1700 mM NaCl, 500 mM EDTA, 22 mM EGTA, 0.02% digitonin, 250 μg/ml RNase A, 500 μg/ml glycogen). The protein–DNA complexes were then released by 20 min incubation at 37°C with shaking at 1000 rpm. The supernatant was transferred into a new 1.5 ml of DNA LoBind Tube (Eppendorf) and then deproteinized. The DNA was purified by phenol-chloroform extraction and followed by ethanol precipitation. DNA libraries were prepared using a NEBNext Ultra II DNA library preparation kit for Illumina (New England Biolabs) according to the manufacturer's instructions

### Omni ATAC-seq

Omni ATAC-seq was performed as described previously (Gassler et al., 2022). The zona pellucida was removed by treatment with acidic Tyrode's solution. Embryos were transferred into 1.5 ml of DNA LoBind Tube (Eppendorf) with 200 μl of PBS and were spun at 500 ***g*** at 4°C for 5 min to remove supernatant, then 50 μl of ATAC-Resuspension buffer (RSB) (10 mM Tris-HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_) containing 0.1% NP-40, 0.1% Tween 20 and 0.01% digitonin was added to the tube and incubated for 3 min on ice. After incubation, 200 μl of ATAC-RSB containing 0.1% Tween 20 was further added to the tube to wash out the lysis. Nuclei were spun at 500 ***g*** at 4°C for 10 min to remove supernatant. Nuclei were incubated with 50 μl of transposition mixture (10 mM Tris-HCl, pH 7.6, 5 mM MgCl_2_, 10% dimethyl formamide, 33% PBS, 0.1% Tween 20, 0.01% digitonin and 95 nM Tn5-adaptor complex) at 37°C for 30 min with 1000 rpm mixing. The samples were then deproteinized and further purified by phenol-chloroform extraction and followed by ethanol precipitation. The DNA was amplified in a 50 μl reaction with 1×NEBNext HF 2×PCR Master mix (NEB) and 0.25 µM barcoded primers using the following PCR program: 72°C for 5 min; 98°C for 30 s; 15 cycles of 98°C for 10 s, 63°C for 30 s and 72°C for 1 min; final extension at 72°C for 5 min and hold at 4°C. After the PCR reaction, libraries were purified by 1.1× AMPure XP magnetic beads (Beckman Coulter) and were eluted in 20 μl of RNase-free water. Purified DNA libraries were sequenced on a NextSeq 500 (Illumina) or AVITI (Element Biosciences) with paired-end reads.

### RNA-seq library preparation

The zona pellucida was removed by treatment with acidic Tyrode's solution. Ten 8-cell embryos were washed five times in M2 medium and then quickly washed in PBS. Embryos were lysed in lysis buffer containing RNase inhibitor and ERCC spike-in RNA on ice for 15 min and then snap-frozen with liquid nitrogen. cDNA was prepared using a SMART-seq v4 Ultra-Low-Input RNA kit for Sequencing (Takara Bio, 634888). Library was prepared by a Nextera XT DNA Library Prep Kit (Illumina, FC-131-1024) according to the manufacturer's protocol. Purified DNA libraries were sequenced on a Novaseq 6000 (Illumina) with paired-end reads.

### Protein purification

His_6_-tagged full-length mouse NR5A2 was purified as described previously (Gassler et al., 2022). The DNA fragment encoding *Mus musculus* KLF5 DBD (348-446) was ligated into BamHI-NotI sites of pGEX6P-1 vector. Glutathione-S-transferase (GST)-fused KLF5 DBD was expressed in *Escherichia coli* BL21 (DE3) codon plus RIL (Agilent Technologies). The cells were cultivated at 30°C, and the protein expression was induced with 0.25 mM IPTG at 16°C for 16-18 h. The cells were resuspended in buffer 1 (50 mM Tris-HCl, pH 7.5, 500 mM NaCl, 1 mM EDTA, 10% glycerol and 2 mM 2-mercaptoethanol). The cells were disrupted by sonication, and the cell debris was further removed by centrifugation at 39,191 ***g*** for 20 min. The protein bound to Glutathione Sepharose 4B beads (Cytiva) was washed by 50 column volumes with buffer 1. GST-tag was cleaved with homemade PreScission protease on the column at 4°C overnight. The supernatant containing KLF5 DBD was collected and concentrated with an Amicon Ultra centrifugal filter unit (Millipore).

*Mus musculus* GATA6 DBD was purified as described previously with a few modifications (Takaku et al., 2016). The codon-optimized DNA fragment encoding *Mus musculus* GATA6 DBD (382-492) was ligated into NdeI-BamHI sites of pET-15b vector with a N-terminal His_6_-TEV cleavage site. His_6_-tag GATA6 DBD was purified by Ni-NTA agarose beads (QIAGEN). His_6_-tag was removed by homemade TEV protease, and GATA6 DBD was purified by MonoS 5/50 GL (Cytiva) column chromatography. The sample was further loaded onto Superdex200 16/60 (Cytiva), and fractions containing GATA6 DBD were stored at −70°C.

Mouse histones H2A K119C, H2B, H3.3 and H4 were expressed and purified as previously described (Kujirai et al., 2018). Histone H2AK119C-H2B complex and H3.3-H4 complex were reconstituted as previously described (Kobayashi et al., 2024). For the fluorescent labeling of H2A-H2B complex, 50 µM of H2A K119C-H2B complex were incubated with 500 µM Alexa Fluor 647 C_2_ Maleimide (Invitrogen) in 20 mM Tris-HCl (pH 7.5) buffer containing 0.1 M NaCl and 1 mM TCEP at room temperature for 2 h in the dark. The reaction was stopped by the addition of 150 mM 2-mercaptoethanol, and the sample was then dialyzed against 20 mM Tris-HCl buffer containing 0.1 M NaCl, 1 mM EDTA and 5 mM 2-mercaptoethanol.

The DNA fragment encoding the ScFv linker 20 (ScFv^20^) was synthesized by the PCR method. The amplified DNA fragment encoding ScFv^20^ was ligated into the NdeI-BamHI site in the pET15b-TEV vector. ScFv^20^ was expressed and purified as previously described (Zhou and Bai, 2021).

### DNA preparation

The endogenous DNA fragment containing SINE B1/Alu for nucleosome reconstitution were amplified by PCR and further purified by polyacrylamide gel (6%) electrophoresis using a Prep Cell apparatus (Bio-Rad). The eluted DNA was concentrated with an Amicon Ultra centrifugal filter unit (Millipore).

### Preparation of the nucleosomes containing mouse endogenous DNA

Nucleosomes were reconstituted by the salt dialysis method. Briefly, the DNA, Alexa Fluor 647-labeled histone H2A-H2B complex, and H3.3-H4 complex were mixed in a 1:4:3.6 molar ratio in 2 M KCl high salt buffer. After salt dialysis, the reconstituted nucleosomes were further purified by polyacrylamide gel (6%) electrophoresis using a Prep Cell apparatus (Bio-Rad). The nucleosomes were concentrated with an Amicon Ultra centrifugal filter unit (Millipore).

### EMSA

For EMSA with short oligo DNA (Chen et al., 2012; Gassler et al., 2022), 10% non-denaturing polyacrylamide gels (0.5× TBE) were pre-run at 100 V for 30 min at 4°C. DNA (50 nM) was incubated with 0-1 µM KLF5 DBD or GATA6 DBD at room temperature for 30 min in reaction buffer (20 mM Tris-HCl, pH 7.5, 120 mM NaCl, 1 mM MgCl_2_, 10 μM ZnCl_2_, 1 mM DTT, 100 μg/ml BSA). After incubation, the samples were loaded onto gels, and electrophoresis was performed at 100 V for 100 min at 4°C. Gels were stained by SYBR Gold (Invitrogen) and were imaged using the ChemiDoc MP imaging system (Bio-Rad).

For EMSA with nucleosome, 5-6% non-denaturing polyacrylamide gels (0.5× TBE) were pre-run at 100 V for 30 min at 4°C. Nucleosomes (50 nM) were incubated with 0-1 µM NR5A2, KLF5 DBD or GATA6 DBD at room temperature for 30 min in reaction buffer (20 mM Tris-HCl, pH 7.5, 120 mM NaCl, 1 mM MgCl_2_, 10 μM ZnCl_2_, 1 mM DTT, 100 μg/ml BSA). For the competition assay, non-labeled naked DNA containing non-specific or specific sequence (0.1-1 µM) was added with the nucleosome. After incubation, the samples were loaded onto gels and electrophoresis was performed at 100 V for 80-120 min at 4°C. The gels were imaged by detecting Alexa Fluor 647 fluorescence and SYBR Gold (Invitrogen) using the ChemiDoc MP imaging system (Bio-Rad).

### Cryo-EM specimen preparation and data acquisition

ScFV^20^ (1.5 μM) and the B1-nucleosome (0.5 μM) were mixed in a 3:1 molar ratio on ice for 30 min. The ScFV^20^–nucleosome complex was concentrated by Amicon Ultra centrifugal filter unit (Millipore) until 215 ng/μl (DNA). To prepare the cryo-EM specimen, the sample (4 μl) was applied to a glow-discharged holey carbon grid (Quantifoil R1.2/1.3 200-mesh Cu). The grids were blotted for 3.0 s at a blotting strength setting of 5 under 100% humidity at 4°C and then plunged into liquid ethane and cooled by liquid nitrogen using a Vitrobot Mark IV (Thermo Fisher). Data acquisition for the ScFV^20^–B1 nucleosome complex was conducted using a 200 kV Glacios (Thermo Fisher Scientific) equipped with a GIF Quantum 967 energy filter and a K3 direct electron detector (Gatan) running in correlated double sampling mode at a magnification factor of 36 kx, equivalent to a pixel size of 1.136 Å per pixel. Automated data acquisition was performed using SerialEM software. A total of 2489 videos were collected, with a total electron dose of 60 e/Å² fractionated over 40 frames.

### Image processing

Data processing was performed by RELION 4.0 (Kimanius et al., 2021). In total, 2489 micrographs were stacked and motion-corrected using MOTIONCOR2 (Zheng et al., 2017) with dose weighting. The estimation of contrast transfer function (CTF) from the dose-weighted micrographs was performed using CTFFIND4 (Rohou and Grigorieff, 2015). From 2449 micrographs, 571,540 particles were automatically picked and extracted with a binning factor of 4 (pixel size of 4.724 Å/pixel). In total, 516,292 particles were further selected by 2D classification. The *ab initio* model generated was used as the initial model for 3D classification. After two rounds of 3D classification, 152,279 particles were selected and re-extracted without binning for 3D refinement, followed by Bayesian polishing and CTF refinement. The refined map of the ScFV^20^–B1 nucleosome complex was sharpened with a B-factor of −120 Å^2^. The resolution of the final 3D map was 4.09 Å, as estimated by the gold standard Fourier Shell Correlation (FSC) at FSC=0.143 (Rosenthal and Henderson, 2003). This map was subsequently post-processed through local B-factor correction by DeepEMhancer (Sanchez-Garcia et al., 2021). The local resolution of the map was calculated by RELION4 and visualized with UCSF ChimeraX (version 1.5) (Pettersen et al., 2021).

### Data analysis

#### CUT&Tag, ChIP-seq and ATAC-seq data processing

Low-quality reads were trimmed out using TrimGalore (version 0.6.2) (https://github.com/FelixKrueger/TrimGalore) using parameters --paired --quality 20 --length 20. Read mapping was done using Bowtie2 (version 2.3.5.1) (Langmead and Salzberg, 2012) using parameters -t -q -N 1 -L 25 -X 2000 --no-mixed --no-discordant. Unmapped reads and reads with low mapping quality (Q<30) were removed. PCR duplicated reads were identified and discarded using the ‘MarkDuplicates’ command from Picard (version 2.18.27) (http://broadinstitute.github.io/picard/) with parameters VALIDATION_STRINGENCY=LENIENT. The RPKM values were calculated to represent read coverage using the bamCoverage function from deepTools (version 3.5.4) using parameters --binSize 1 --ignoreForNormalization chrM (Ramirez et al., 2016). The RPKM values were further transformed using Z-score normalization for the visualization using custom R script. To access similarity and reproducibility of the libraries, correlation between libraries were calculated using the ‘multiBigwigSummary’ command from deepTools with parameters --chromosomesToSkip chrM, then heatmaps of library correlation were made using the ‘plotHeatmap’ command from deepTools with parameters --skipZeros –removeOutliers --corMethod pearson. Heatmaps of chromatin binding were generated using the ‘computeMatrix’ and ‘plotHeatmap’ commands from deepTools. The ‘computeMatrix’ command was run with the following parameters: --binSize 50 --missingDataAsZero --skipZeros.

Reads from Omni-ATAC-seq datasets were mapped to both mouse (mm10) and *Drosophila* (dm6, spike-in) genomes. Unmapped, low mapping quality, and PCR duplicated reads were removed as described previously. Note that normalization by spike-in reads was not performed due to extremely low mappable spike-in reads in these samples.

For analysis of ATAC-seq and H3K27ac CUT&Tag of *Nr5a2* and *Klf5* knockdown samples, the log2 fold change of chromatin coverage signals between the siRNA knockdown and control condition were calculated using the ‘bigwigCompare’ command from deepTools using the following parameters: --binSize 100 --skipZeroOverZero --operation log2.

#### Differential binding analysis

The R package DiffBind (Ross-Innes et al., 2012; https://rdrr.io/bioc/DiffBind/f/inst/doc/DiffBind.pdf) were used to generate consensus peaks, to count reads, and to normalize the chromatin occupancy datasets. Normalized read counts within consensus peaks were used to build the principal component analysis. The dba.analyze function was used for differential binding analysis of datasets with at least three replicates per condition, such as H3K27ac datasets. For datasets that did not meet this requirement, occupancy information, including consensus peak, raw read counts within peaks, and normalizing factors, were extracted from DiffBind's DBA class object. The extracted information was then used to build the DESeq2 DESeqDataSet object and perform differential binding analysis using DESeq function.

#### Annotation of chromatin states

To infer chromatin state based on epigenetic status, ATAC-seq and ChIP-seq datasets of H3K4me3, H3K27ac, H3K27me3 and H3K9me3 from 2-cell embryos to mESCs were collected as specified in Table S3 (Dahl et al., 2016; Liu et al., 2016; Zhang et al., 2016; Wang et al., 2018). ChromHMM (version 1.23) (Ernst and Kellis, 2012, 2017) was used to categorize chromatin states based on these signals. The data were first binarized using the ‘BinarizeBam’ command with the default parameters. Then the ‘LearnModel’ command was used to infer 3-15 chromatin states based on the same input data. The results with 11 states were arbitrarily chosen for further analysis. The assignment of chromatin state to active (promoter or enhancer), repressive or open chromatin states was based on emission signal as shown in Fig. S1D.

#### RNA-seq data processing

Adaptor sequences were trimmed from the reads using TrimGalore (version 0.6.2) (https://github.com/FelixKrueger/TrimGalore) using parameters --paired --quality 10 --length 10. Reads were then mapped to the custom reference transcriptome based on GRCm30 (version 102) with addition of H2B-EGFP and ERCC spike-in reference using STAR with default setting (Dobin et al., 2013). Expression of individual genes was quantified using featureCounts (version 2.0.1) (Liao et al., 2014) with the additional parameters -t exon -g gene_id -p -O --fraction. 

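A filter written here after the published description of this step chooses, on a Jaccard index between replicates, a threshold in normalized counts. It came to 99.7 for Nr5a2 KD against control, 76.3 for Klf5 KD and 55.4 for dKD, and left 6833, 7542 and 8804 genes to be tested. With DESeq2 on these genes, 481 were lower and 382 higher in Nr5a2 KD, 31 and 7 in Klf5 KD, and 556 and 537 in dKD.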

To identify differentially expressed genes (DEGs), expression data were imported to R. Genes with low counts across all samples were identified and removed using the HTSFilter package (Rau et al., 2013). DEGs were identified using the DESeq2 package (Love et al., 2014). Only genes with *P*-value cut-off of 0.05 and with at least a 2-fold change compared with the control condition were further considered as DEGs. Gene ontology analysis of DEGs and genes associated with NR5A2 peak clusters was performed using the clusterProfiler package in R.

#### Peak calling and motif analysis

Peak calling for CUT&Tag, ATAC-seq and ChIP-seq datasets was carried out using the MACS2 ‘callpeak’ function (version 2.2.9) with default parameters (Zhang et al., 2008). The identification of *de novo* motif analysis for TF CUT&Tag peaks was achieved using the ‘findMotifsGenome’ command from HOMER (version 4.10) (Heinz et al., 2010) with the ‘-size given’ parameter for most of the datasets, and with ‘-size 500’ parameter for cluster analysis of *Nr5a2* peaks in the morula stage. The peak lists are shown in Table S1.

#### NR5A2 binding site clustering and association with gene expression

A custom R script was used to identify all NR5A2 binding loci from 2-cell to morula stages. NR5A2 binding signal (in RPKM) at these loci were collected using the deepTools ‘computeMatrix’ command with the following options: --binSize 50 --missingDataAsZero –skipZeros. The output matrix was used as an input in the deepTools ‘plotHeatmap’ command for heatmap visualization and clustering of the binding using --kmeans 6, and using --outFileSortRegions option to retrieve the clustering of NR5A2 peaks. For the analysis of gene expression in Fig. 1F, a gene was associated with the NR5A2 peak cluster nearest to its TSS if the following criteria were met: (1) the nearest NR5A2 peak was located within 10 kb of its TSS, and (2) the gene had expression of more than 5 transcripts per million (TPM) in at least in one stage of preimplantation development.

## Supplementary Material

10.1242/develop.205059_sup1 Supplementary information

Table S1. NR5A2 peaks from 2C to morula stages. Information of NR5A2 peaks in 2C, 4C, 8C, and morula. The mouse genomic loci at NR5A2 peaks are shown.

Table S2. ChromHMM input lists. Public data used for ChromHMM analysis. Accession numbers and cell type are shown.

Table S3. The list of differentially expressed genes. Results of DESeq2 analysis comparing control and knockdown embryos.

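The copy of Table S3 used here holds the complete list of 1211 differentially expressed genes, the first 1998 of the 6888 genes of the Nr5a2 KD results, and the first 1085 of the 7413 genes of the Klf5 KD results. Of the paper's 483 genes lower in Nr5a2 KD, 444 (91.9%) were also called by edgeR here, and of its 489 genes lower in dKD, 417 (85.3%). Of its higher genes, 295 of 385 and 321 of 457 were called. All genes of these 4 lists had the same sign here. The sheet of dKD results was not used here. Of the paper's 29 genes lower in Klf5 KD, edgeR called 0 and DESeq2 27, and all 29 had the same sign. The list has 360 genes lower in both Nr5a2 KD and dKD, of which 6 were also lower in Klf5 KD. For the paper's 128 genes lower in dKD only, the fit here gave a negative log2 fold change in Nr5a2 KD, measured against the same control libraries, for all 128, with a median of -0.94, against -1.19 in dKD. Of these, 109 had an unadjusted p under 0.05 in Nr5a2 KD and 14 were called there. In dKD against Nr5a2 KD, 127 of them were tested, 11 had an unadjusted p under 0.05 and 0 were called by edgeR.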

# Supplementary material for: Feed-forward loops by NR5A2 ensure robust gene activation during pre-implantation development
**Source:** Development. 2026 Jan 8;153(1):dev205059. doi: 10.1242/dev.205059
**Supplement:** Supplementary information

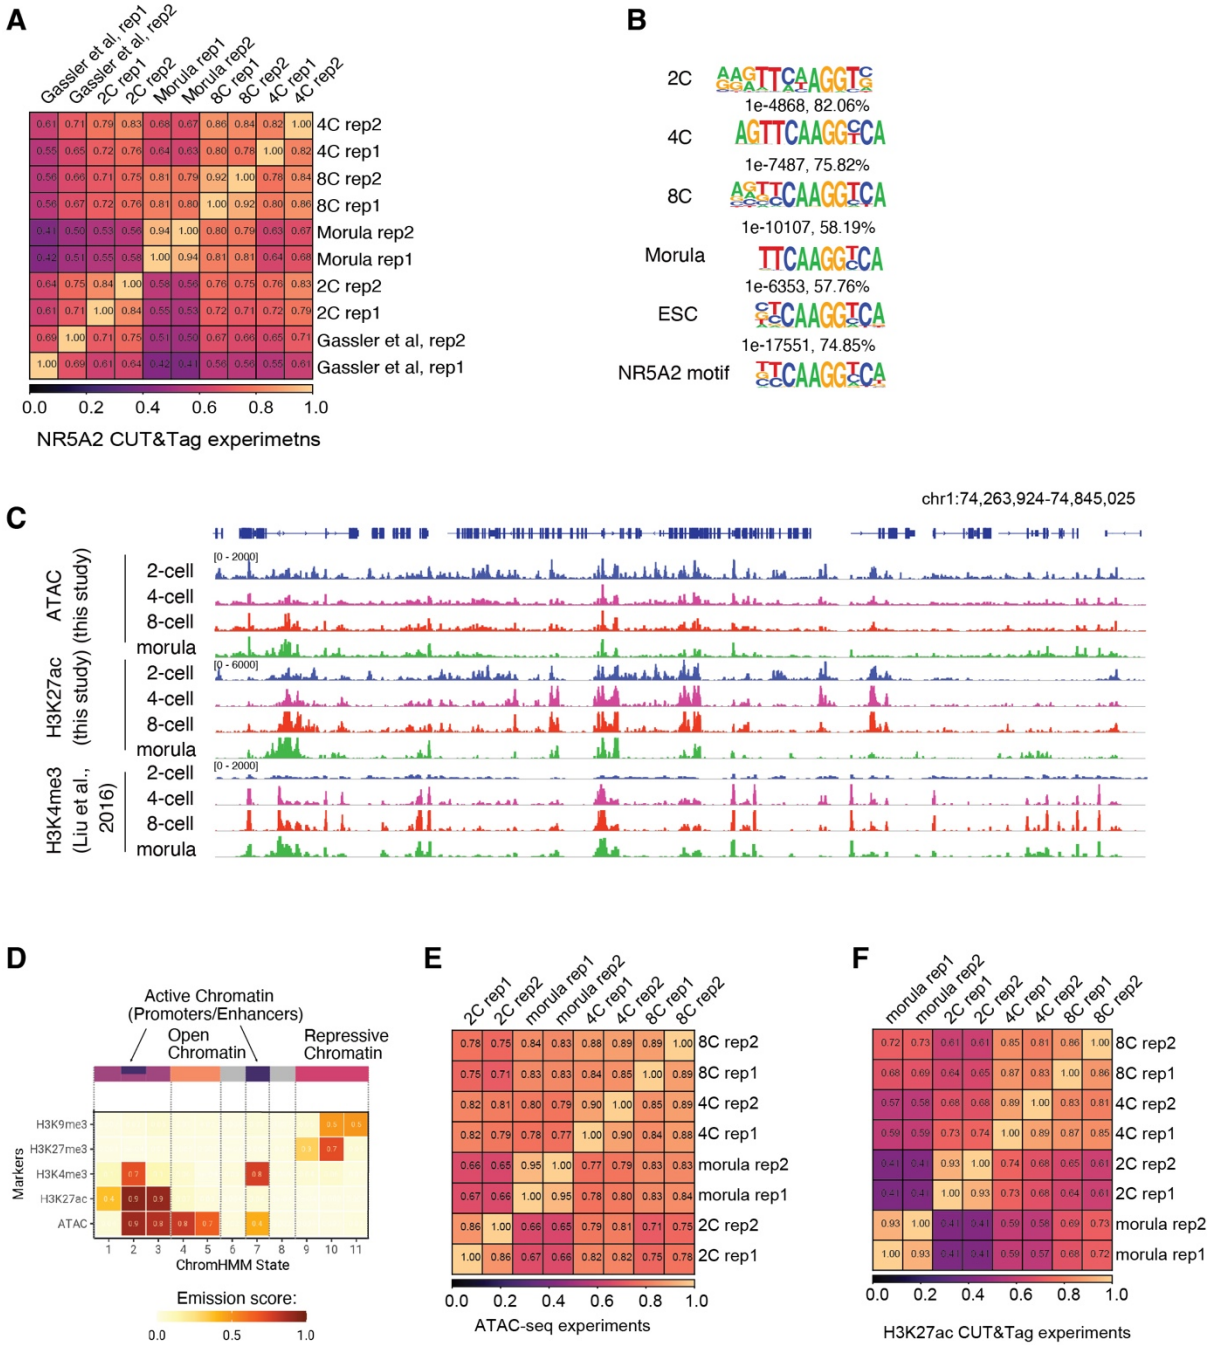

**Fig. S1. Mapping of NR5A2 chromatin binding and chromatin states.**

(A) Correlation matrix (Pearson correlation) of NR5A2 CUT&Tag with a 1 kb window. (B) DNA motifs identified by HOMER *de novo* motif analysis of NR5A2 peaks at each developmental stage. The NR5A2 motif (MA0505.1) from the JASPAR database is shown as a reference. P-values and percentage of motif presence in peaks are shown. (C) IGV snapshot showing ATAC-seq and H3K27ac CUT&Tag signals across developmental stages: 2-cell (blue), 4-cell (purple), 8-cell (red), and morula (green). Publicly available H3K4me3 ChIP-seq data (Liu et al., 2016) is shown. (D) Chromatin state annotation by ChromHMM. (E, F) Correlation matrix (Pearson correlation) of ATAC-seq (E) and H3K27ac CUT&Tag (F) comparing between replicates and cell stages.

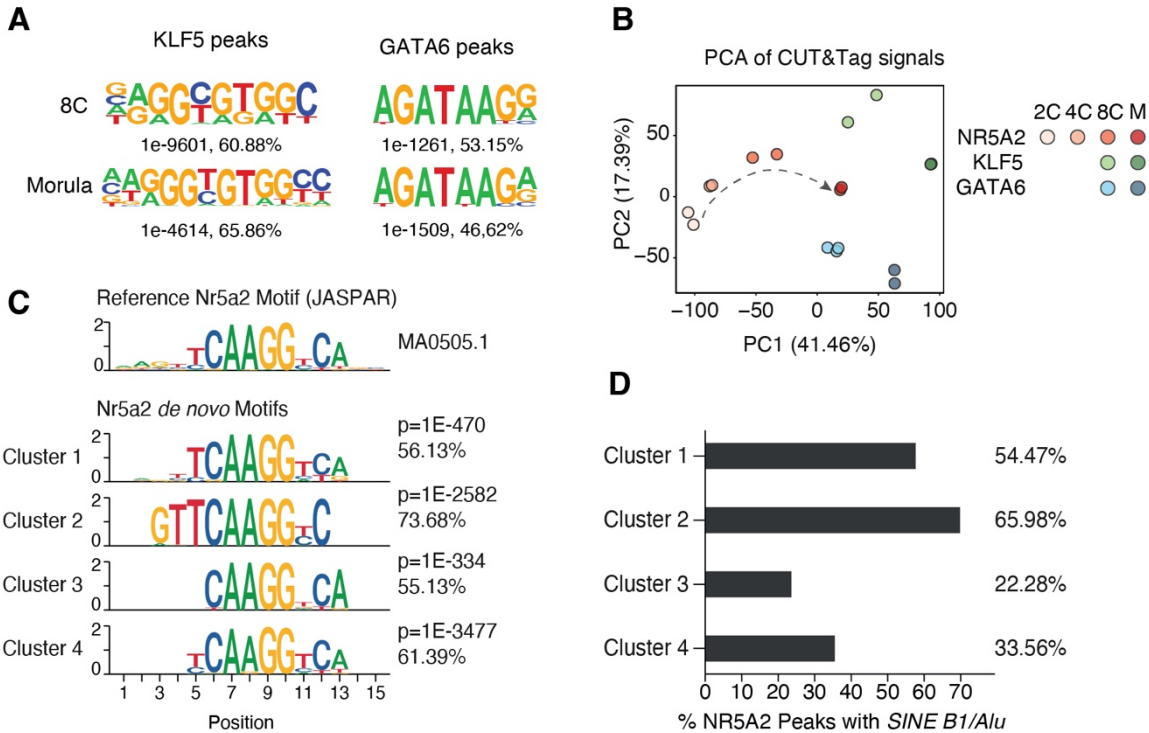

**Fig. S2. KLF5 and GATA6 binding at the 8-cell and morula stages.**

(A) DNA motifs identified by HOMER *de novo* motif analysis of KLF5 and GATA6 peaks at the 8-cell and the morula stages. P-values and percentage of motif presence in peaks are shown. (B) Principal component analysis of NR5A2, KLF5, and GATA6 CUT&Tag profiles at each stage. The allow shows the trajectory of NR5A2 binding from the 2-cell to the morula stage. (C) *De novo* motifs of NR5A2 peaks in different clusters. P-values and percentage of motif presence in peaks are shown. (D) Percent of peaks from each cluster of NR5A2 binding sites at morula stage that contain *SINE B1/Alu* within 250 bp from their centers.

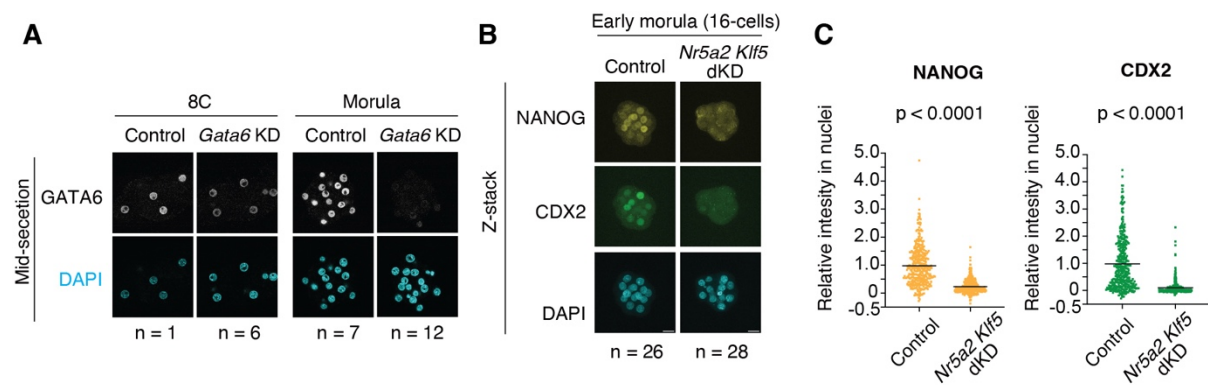

**Fig. S3. Immunofluorescence analysis with knockdown embryos.**

(A) Representative images of immunostaining analysis showing GATA6 (grey) and DAPI (cyan) in 8-cell embryos. Both signals are shown in mid-section images. The number of embryos examined (n) from one experiment is indicated. (B, C) Representative images (B) and quantification data (C) of immunostaining analysis showing NANOG (yellow), CDX2 (green), and DAPI (cyan) in early morula (16-cells) embryos. Scale bars, 20  $\mu$ m. Both signals are shown in z-stack images. The number of embryos examined (n) from two independent experiments is indicated. Bars overlaid on the plots indicate means. P values (t-test, two-sided) are shown.

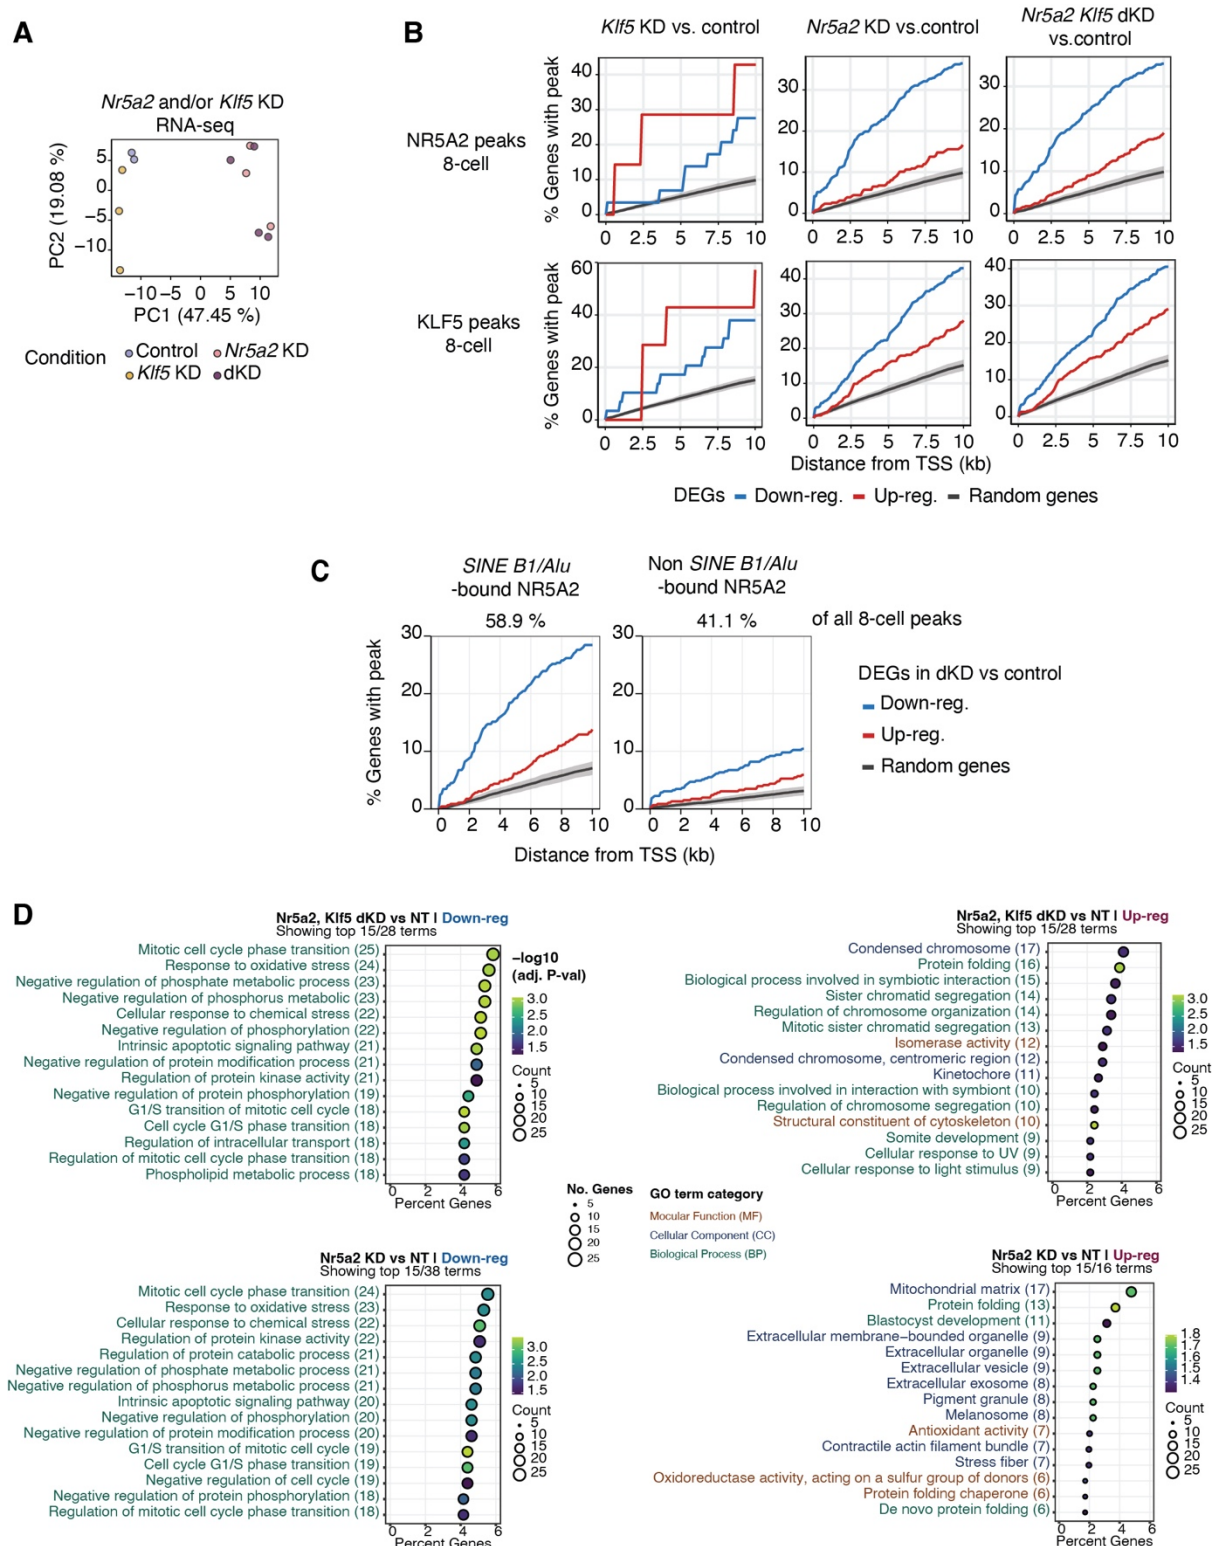

**Fig. S4. Transcriptional changes at the 8-cell stage upon siRNA-mediated KD.**

(A) Principal component analysis of RNA-seq data. Each colored dot indicates a different condition. (B, C) Cumulative percentage of differential expressed genes (DEGs) containing transcription factor binding sites within certain upstream distances from their transcription start site. (B) Percentage of DEGs from different experiment (row) that has NR5A2 and KLF5 binding upstream (column). (C) Percentage of DEGs from *Nr5a2 Klf5* dKD condition that contain *SINE B1/Alu*- and non-*SINE B1/Alu*- bound NR5A2 peaks (D) Gene Ontology analysis of down- and up-regulated genes in *Nr5a2 Klf5* dKD and *Nr5a2* KD groups.

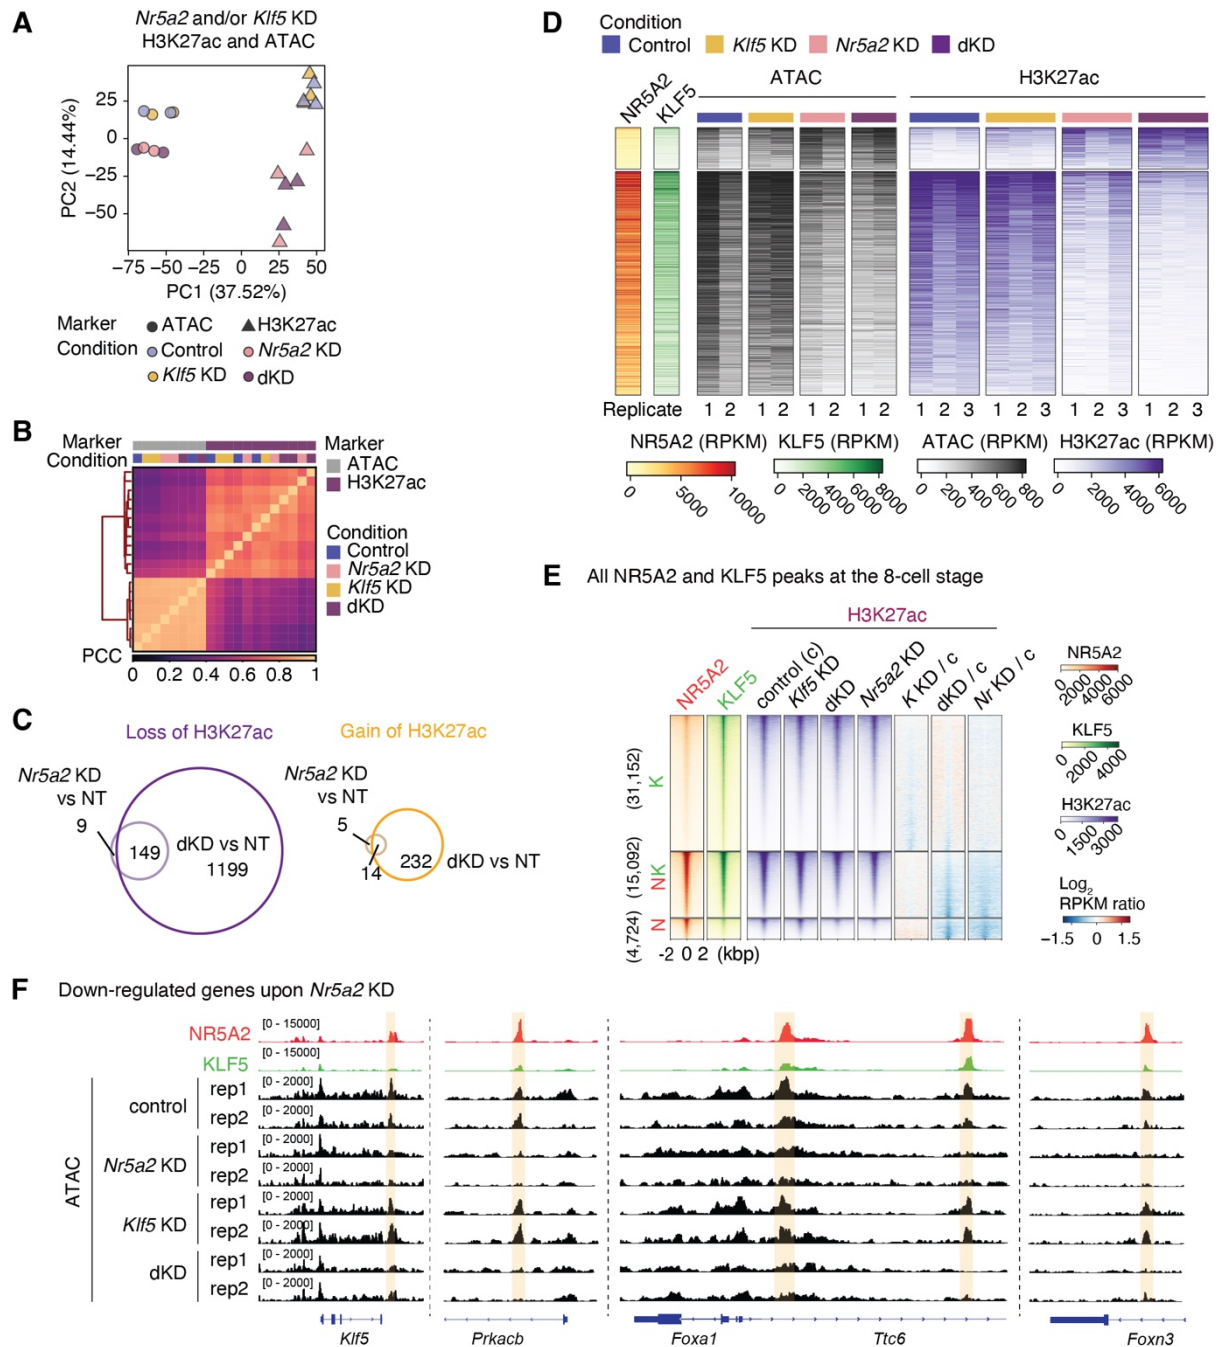

**Fig. S5. Chromatin accessibility and H3K27ac profiles at the 8-cell stage upon siRNA-mediated KD.**

(A) Principal component analysis of H3K27ac CUT&Tag and ATAC-seq data. Each colored dot or triangle indicates a different condition. (B) Pearson correlation analysis of ATAC-seq and H3K27ac CUT&Tag in control and each KD condition with replicates. (C) Venn diagrams showing overlapped loss and gain H3K27ac regions in *Nr5a2* KD and *Nr5a2 Klf5* dKD. (D) Heatmap showing ATAC-seq and H3K27ac CUT&Tag signals in control, *Klf5* KD, *Nr5a2* KD, and *Nr5a2 Klf5* dKD 8-cell embryos at gain and loss regions. NR5A2 and KLF5 CUT&Tag data are shown on the left. Each replicate of ATAC-seq and H3K27ac CUT&Tag experiment is shown in the column. (E) Heatmaps showing enrichment of H3K27ac on all peaks of NR5A2, KLF5, co-bound regions. Log<sub>2</sub> RPKM ratios (*Nr5a2* KD/control, dKD/control, and *Klf5* KD/control) are shown, with data from three biological replicates merged. (D) IGV snapshot showing chromatin accessibility near down-regulated genes upon *Nr5a2* KD at the 8-cell stage.

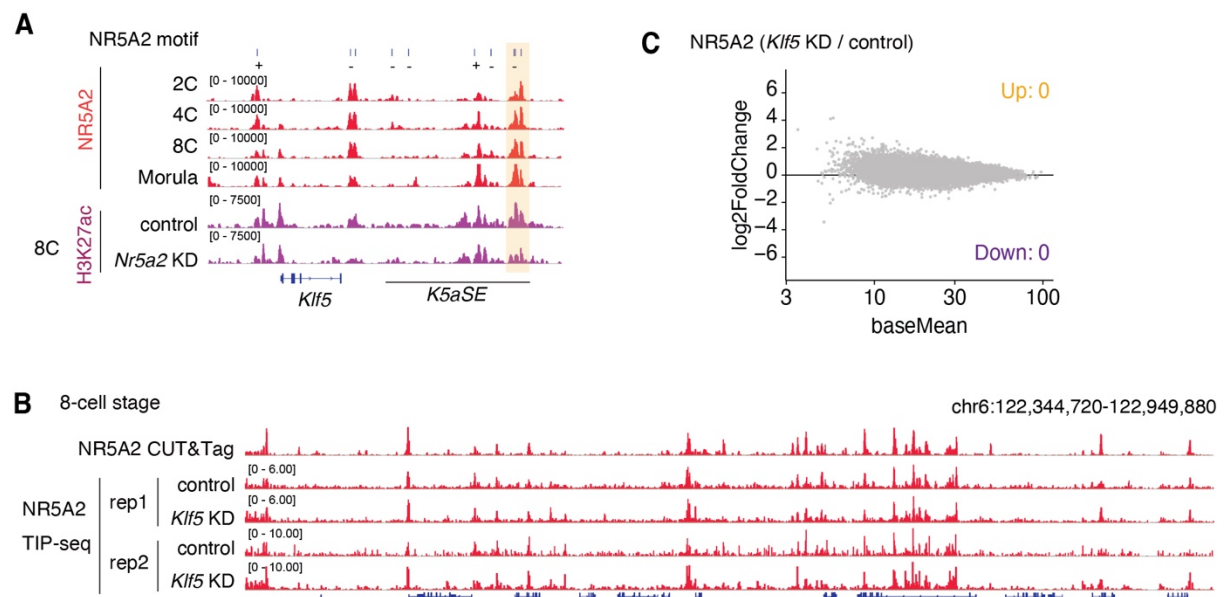

**Fig. S6. NR5A2 chromatin binding is largely independent of KLF5.**

(A) IGV snapshot showing NR5A2 binding near the *Klf5* gene. A highlighted region indicates a decreased H3K27ac on *Klf5*-adjacent distal regulatory elements (K5aSE) (Su et al., 2025). (B) IGV snapshot showing NR5A2 CUT&Tag (rep2, 90 8-cell embryos) and NR5A2 TIP-seq (control 8-cell embryos, rep1: 25, rep2: 26. *Klf5* KD 8-cell embryos, rep1: 30, rep2: 30). TIP-seq data are normalized with spike-in DNA. *Klf5* KD efficiency was confirmed by immunofluorescence staining using the residual embryos. (C) Differential binding analysis of NR5A2 TIP-seq in *Klf5* KD. The number of increased and decreased NR5A2 binding upon *Klf5* KD is shown.

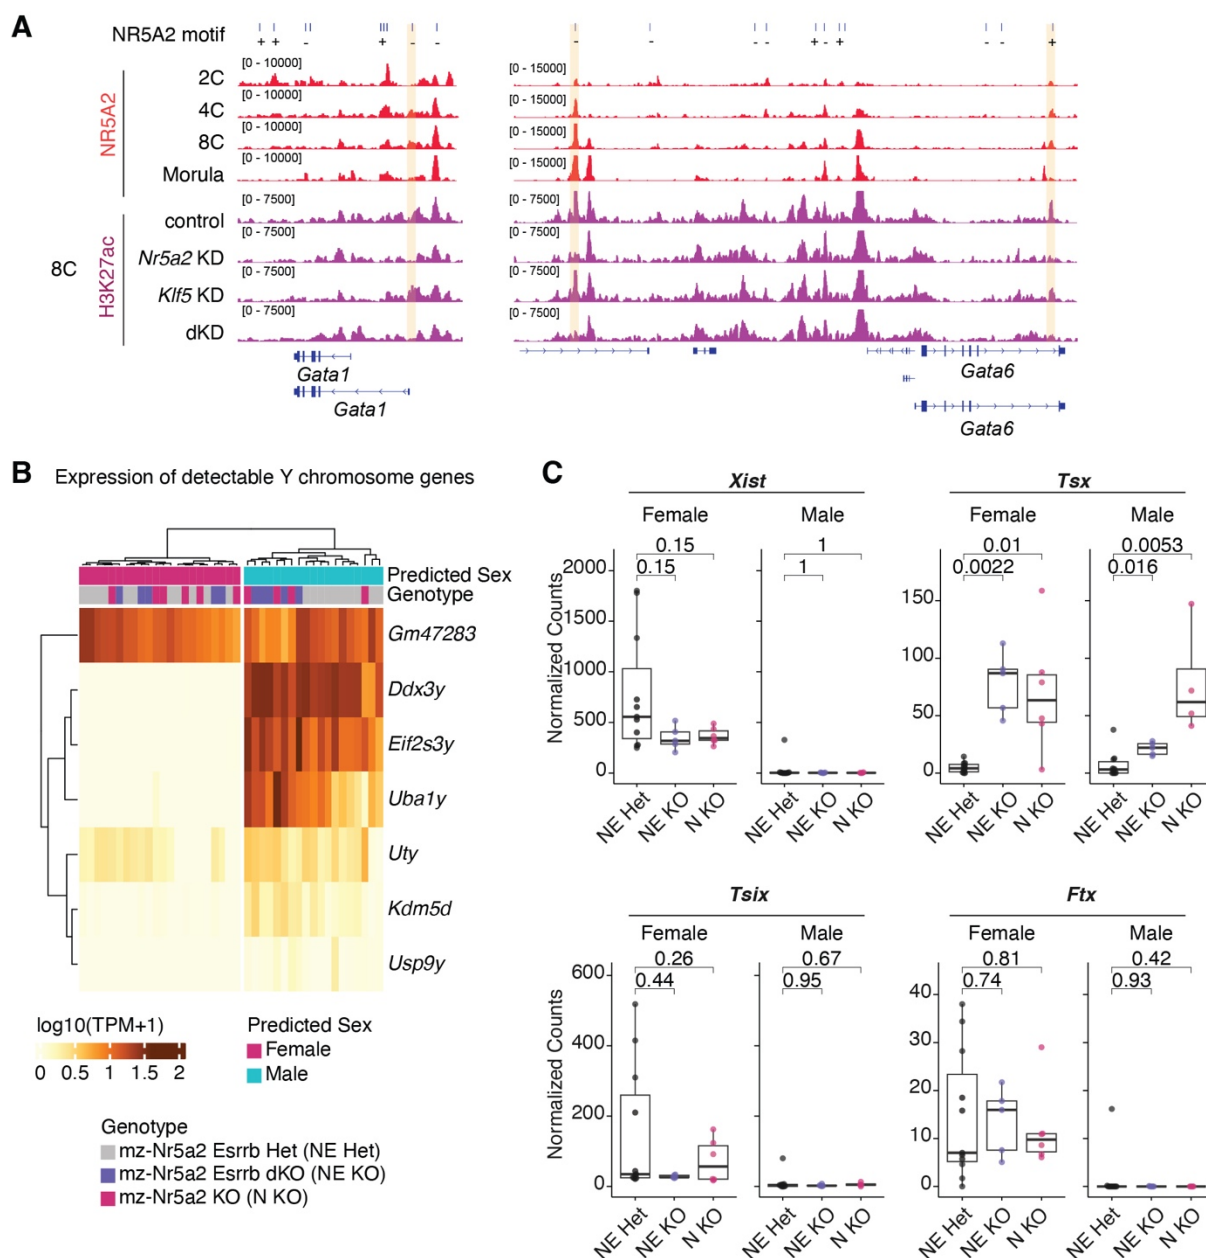

**Fig. S7. NR5A2 binding profile near *Gata1* and *Gata6* genes and *Xist*-related gene expression changes from single-embryo RNA-seq data**

(A) IGV snapshot showing NR5A2 binding near *Gata1* and *Gata6* genes. Highlighted regions indicate decreased H3K27ac signals on NR5A2 binding sites. (B) Reanalysis of public single-embryo RNA-seq dataset (Festuccia et al., 2024) with *Nr5a2* maternal-zygotic knockout 8-cell embryos. Prediction of sex type by detectable Y chromosome gene expression. The clusters of red and turquoise correspond to predicted female and male, respectively. (C) Box plots showing *Xist* and XCI-related genes in control, maternal-zygotic (mz) *Nr5a2* *Esrrb* KO, and mz *Nr5a2* KO 8-cell embryos.

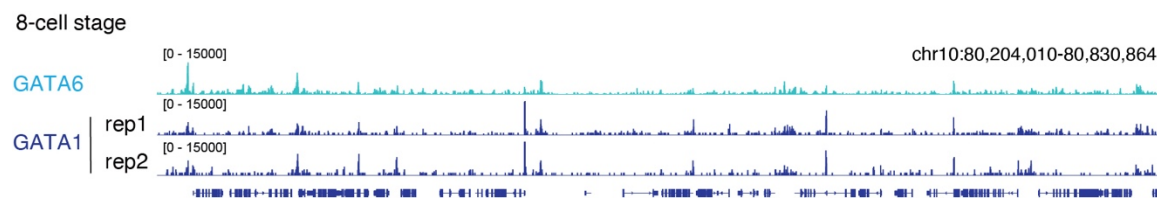

**Fig. S8. GATA1 CUT&RUN profile at the 8-cell stage**

IGV snapshot showing GATA1 chromatin binding profile (blue) determined by CUT&RUN. The GATA6 CUT&Tag profile (light blue) is shown for comparison.

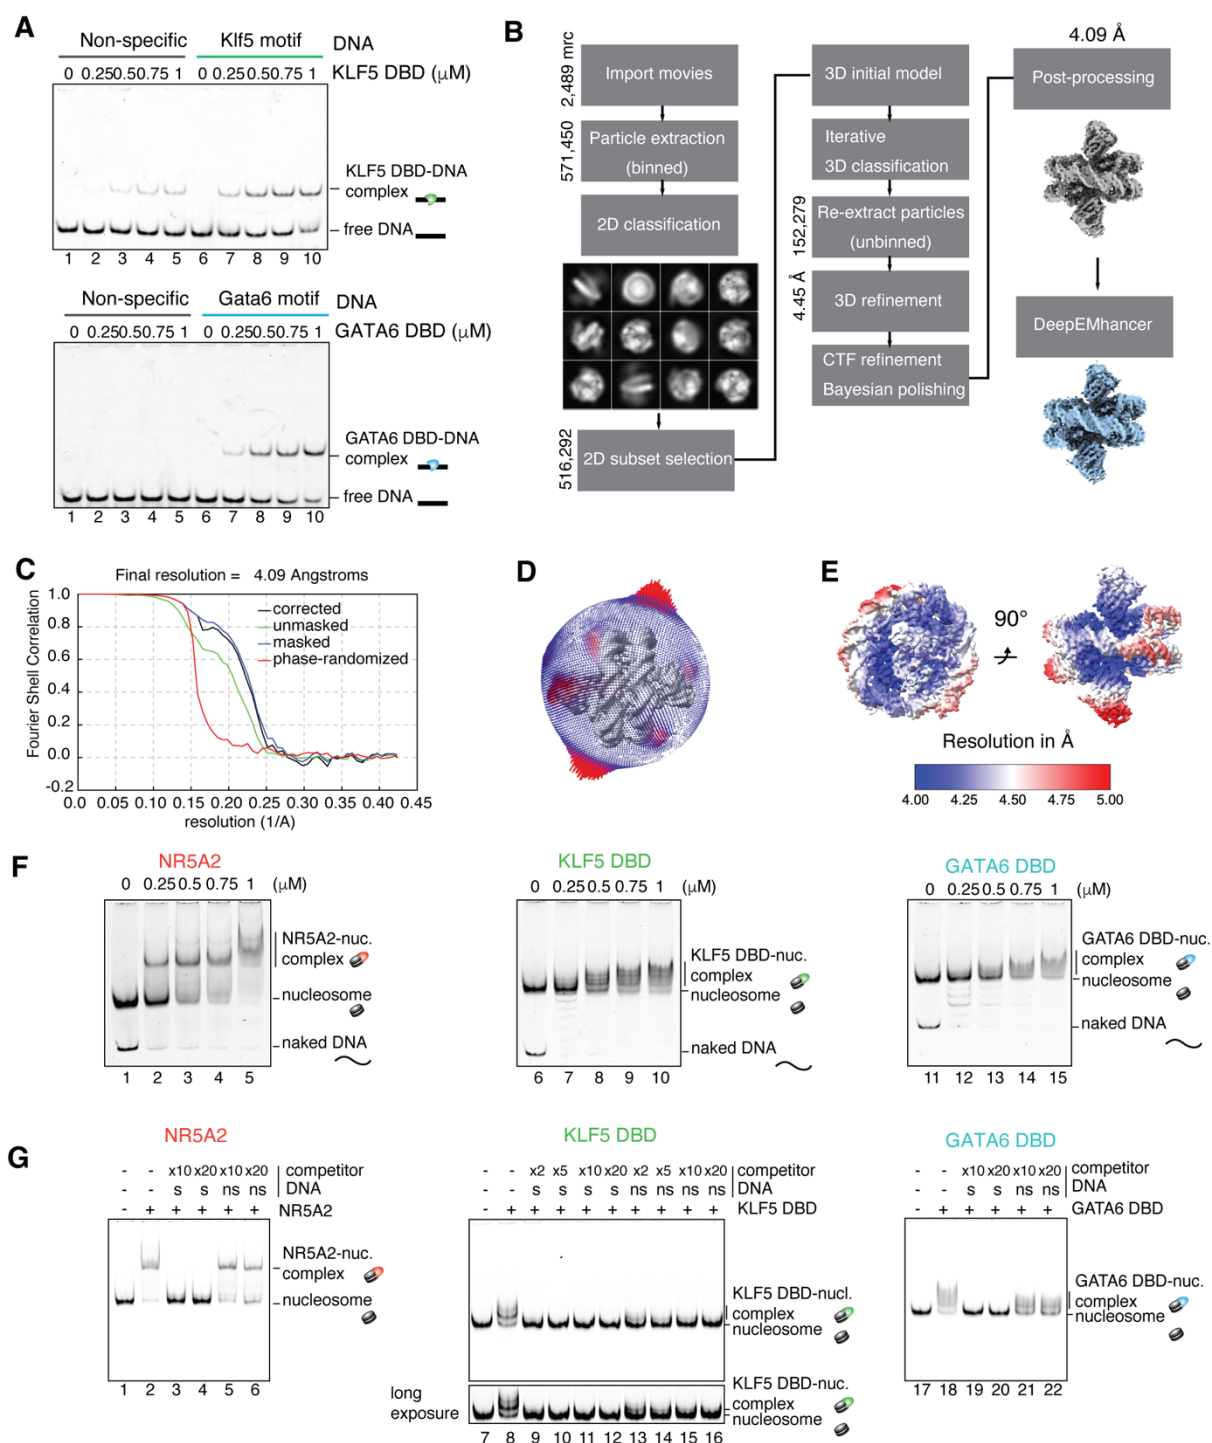

**Fig. S9. Cryo-EM data processing and motif specificity of NKG.**

(A) DNA-binding specificity of KLF5 DBD (left) and GATA6 DBD (right). Three independent experiments were performed, and the reproducibility was confirmed. (B) Flowchart of the dataset obtained by Glacios. Cryo-EM map of B1 nucleosome determined by RELION. (C) Local resolution of the map of the B1 nucleosome structure. (D) Fourier Shell Correlation (FSC) curves of the map. The resolution of the final 3D map was 4.09 Å, as estimated by the gold standard at FSC = 0.143. (E) Angular distribution plot of particles employed to reconstruct

maps. **(F)** SYBR gold staining of the gel is shown in Figure 6E. **(G)** Competition assay testing binding specificity. NR5A2, KLF5 DBD, or GATA6 DBD was incubated with B1 nucleosome (50 nM) in the presence of their specific competitor DNA (“s” lanes) or non-specific DNA (“ns” lanes) with indicated amounts. Three independent experiments were performed, and the reproducibility was confirmed.

**Table S1. NR5A2 peaks from 2C to morula stages.**

Information of NR5A2 peaks in 2C, 4C, 8C, and morula. The mouse genomic loci at NR5A2 peaks are shown.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.205059#supplementary-data>

**Table S2. ChromHMM input lists.**

Public data used for ChromHMM analysis. Accession numbers and cell type are shown.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.205059#supplementary-data>

**Table S3. The list of differentially expressed genes.**

Results of DESeq2 analysis comparing control and knockdown embryos.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.205059#supplementary-data>

How the deposited data were processed for this re-analysis (not part of the article)

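Gene expression was measured by RNA-seq in 12 libraries of pooled 8-cell mouse embryos, 10 embryos to a library: control (n = 2), Nr5a2 KD (n = 3), Klf5 KD (n = 3) and Nr5a2 Klf5 dKD (n = 4). Libraries were assigned to groups by their labels, and the group sizes equal the number of points in Fig. 3B. The authors trimmed the reads, mapped them with STAR to GRCm38 with ERCC and H2B-EGFP sequences added, and counted read pairs over exons with featureCounts. The headers of the files name GRCm38, where the text of the paper writes GRCm30, and they name a filtered alignment, a step the methods do not describe. The deposited values are estimated counts per gene, without normalization, because a pair that overlaps several genes is split between them. They were rounded to whole numbers here before testing. Of 55401 genes, 55141 were named from GENCODE M21 and 1 from Table S3, and 259 kept their identifier. The position of 54821 genes was the same in the files and in GENCODE M21, and 320 differed.

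The depth was 6676683 to 12560926 counts on genes per library. For a gene at 10 counts the counting error alone is large, so genes were first filtered with edgeR's filterByExpr, at a minimum count of 10 and a minimum total of 15. Libraries of Nr5a2 KD and dKD with the same replicate number deviated together from their group means, with correlations of 0.13, 0.221 and 0.254 over all tested genes. Nr5a2 KD replicate 3 also went with dKD replicate 4 (0.264), and these libraries share a low mitochondrial share, so the number itself need not be the reason. The fit with the replicate number as a block was an alternative. Each library passed through amplification without molecular identifiers, so limits from counts cover counting error only. Comparisons used the libraries of their own groups. EdgeR 4.0.16 with TMM factors, glmQLFit and glmQLFTest gave log2 fold changes, standard errors and p-values, adjusted by the Benjamini-Hochberg method over the genes tested. A gene was called at an adjusted p under 0.05 and at least a 2-fold change, the threshold that the called genes of Table S3 meet. The interaction of the knockdowns was fitted over all 12 libraries. CPM values use TMM factors over the 12 libraries. Single values were compared with two-sided exact permutation tests, and correlations across libraries with 100000 resamples. Principal components used log2 CPM with a prior count of 2.

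The tests were first tested on simulated data with the real means, library sizes and 200 changed genes. Every simulated change was larger than 2-fold, so the recovery of smaller changes was not measured. EdgeR gave 7 false calls for Nr5a2 KD, 6 for dKD and 6 for Klf5 KD against control, and DESeq2 gave 25, 19 and 19. For dKD against Nr5a2 KD edgeR gave 11 false calls and DESeq2 26. For dKD against Klf5 KD and Klf5 KD against Nr5a2 KD, edgeR recovered 57.5% and 56.5% with 7 false calls each. To see what the shared control libraries alone give, dKD libraries were simulated with shrunk effects and Nr5a2 KD libraries with none, a simulation chosen after the results were seen.

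The genes named in the text follow a rule set before the data were examined, when the values of Table S3 had been seen. It takes the genes the paper names for these experiments, the 3 genes with the largest change in each direction among those called with no overlap between groups, and members of the Klf, Gata and Y-linked families called in a comparison. Other genes are marked where they are named. Gene lists of at least 5 tested genes were tested with camera at a preset correlation of 0.01 (limma 3.58.1), over 34 tests. The lists are inner cell mass, trophectoderm, Hippo and polarity, 2-cell, maternal, p53 target, interferon response, Klf and Y-linked genes, and 3 lists of genes the paper names. The Gata genes and, in Nr5a2 KD and Klf5 KD, the interferon genes had too few tested members.

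The alternatives set before the data were examined were DESeq2 1.42.0 on the same genes, DESeq2 with a filter on the Jaccard index written after the study's HTSFilter step, DESeq2's size factors, total counts or ERCC counts in place of TMM, no filter, a mean of at least 50 normalized counts, all 12 libraries in one fit, the replicate number as a block, an unadjusted p, no fold-change minimum, values not rounded, and each library left out in turn. The mitochondrial share as a covariate and a Y-linked sum without Eif2s3y were added after seeing the data. In R 4.3.3, the filter on the Jaccard index tried 100 thresholds from 1 to 200. Figures were drawn with matplotlib 3.10.9. The study's immunofluorescence, CUT&Tag and ATAC-seq were not analysed here.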

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

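The tests of the sex of the pools were chosen after the values of Xist and of the Y-linked genes were seen. Among 46 measures in the 4 dKD libraries, 6 had a library whose distance to its nearest neighbour, divided by the range, was over Dixon's critical value for 4 libraries, where chance gives about 2.3.

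In dKD replicate 1, Tsx was at 9.9 CPM, against 18.3 to 19.4 in the other 3 dKD libraries. The same library had the lowest score on principal component 1 (13.8, others 24.2 to 28.4) and the highest Klf5 (82, others 39.9 to 59.8), but neither of these distances passed the same limit. Its count total of 7589716 lies within those of the other dKD libraries, and its mitochondrial share of 12.8% is close to that of dKD replicate 2. Neither a technical nor a biological explanation of the Tsx value was tested.

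Nlrp6 was at 11.4 CPM in dKD replicate 4, against 6.93 to 7.19 in the other dKD libraries and 0 in both control libraries. Nlrp6 was called with each library left out in turn, so this library does not decide the increase over control. No explanation of its higher value was tested.

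3 further values stand apart because the other dKD libraries had 0 counts. Gm10522 was at 0.757 CPM in dKD replicate 1 (6 counts), Map2k6 at 0.118 in dKD replicate 3 (1 count) and Gm47938 at 0.0707 in dKD replicate 2 (0.5 counts, from a read pair split between genes). Any value above 0 beside 3 zeros passes the limit, so these distances carry little information at this depth.

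Eif2s3y, a Y-linked gene that the paper does not discuss for these libraries, was higher than in control in Nr5a2 KD (log2 fold change 1.60, adjusted p = 0.00584 by edgeR, higher in 3 of 3 libraries) and in dKD (2.06, adjusted p = 0.004, higher in 4 of 4). Both calls were lost without control replicate 1 (adjusted p = 0.0544 and 0.0514) and without control replicate 2 (0.0977 and 0.0752), and the one in Nr5a2 KD also with the replicate block over all 12 libraries. Eif2s3y was at 80.6 CPM in dKD replicate 3, against 45.7 to 50.9 in the other dKD libraries. That library also had the lowest Xist, 24.6 CPM, and the highest Y-linked sum, 122.6. A change of scaling left the direction in place, since the log2 fold changes in Nr5a2 KD were 1.32 to 2.40 over the alternatives and 1.74 to 2.87 in dKD. A candidate explanation is that the Nr5a2 KD and dKD pools held fewer female embryos than the control pools, which would raise all Y-linked genes. The log2 ratio to control of the sum of the 5 other Y-linked genes was 0.237 in Nr5a2 KD, where the libraries overlapped with control, and 0.695 in dKD, where all 4 were above control. Ddx3y had a log2 fold change of 0.31 in Nr5a2 KD (standard error 0.298) and Uty -0.12 (standard error 0.489), both named after their values were seen. For Nr5a2 KD fewer female embryos therefore cannot be told apart from a change of Eif2s3y alone, with 2 control libraries, and in dKD the sum of the 5 other genes rose less than Eif2s3y. The sex of the embryos was not recorded in the sources used here, and an effect of the knockdown on Y-linked genes or on the survival of female embryos stays open, as untested.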

How the results depend on the processing

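All alternatives but the mitochondrial share as a covariate and the Y-linked sum without Eif2s3y, both chosen after seeing the data, were set before the data were examined. For single named genes, 1154 values under an alternative kept their direction and their side of the threshold, 71 came to pass it, 55 no longer passed it and 27 changed sign. The decrease of Nr5a2 in Nr5a2 KD and dKD and of Tdgf1 in both was called under all alternatives. DESeq2's size factors, no fold-change minimum and values not rounded kept every count of called genes within 1.5 times. Unless a cause is named, the cause was not tested. EdgeR's counts are lower, then higher genes, and log2 fold changes are given for genes.

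Library sizes from the ERCC counts moved the counts of Nr5a2 KD from 586 and 457 to 90 and 761, of dKD from 529 and 464 to 178 and 2838, and of Klf5 KD from 0 and 0 to 4 and 21. The genes lower in both Nr5a2 KD and dKD went from 393 to 72, or 40.4% of the genes lower in dKD in place of 74.3%. In dKD against Klf5 KD 350 genes were lower (698 with TMM), and in Klf5 KD against Nr5a2 KD 454 were lower and 271 higher (710 and 738). The 4 lower genes in Klf5 KD, named after their values were seen, are Dusp6, Gng2, Serpinb9b and Gm35248. The shift against control follows from the higher ERCC share in control. Under this scaling the median of all genes rose to 0.82 in Nr5a2 KD, 0.84 in dKD and 0.66 in Klf5 KD. What caused the higher share was not decided, so a real shift of all genes is not excluded. The log2 ratio of the Y-linked sum rose from 0.84 to 1.66 in Nr5a2 KD and was 2.11 in dKD. In the Y-linked sum without Eif2s3y, chosen after seeing the data, this ratio was 0.237 in Nr5a2 KD and 0.695 in dKD. Signs changed for Nr5a2 (0.47), Tsx (0.55), Xist (0.49), Tsix (0.43) and Gata1 (0.52) in Klf5 KD, for Ryk (0.051), Gata4 (0.16), Gata6 (0.49), Klf3 (0.50), Klf8 (0.089) and Klf11 (0.62) in Nr5a2 KD, for Tead4 (0.0066), Gata4 (0.30), Gata6 (0.55) and Klf3 (0.13) in dKD, and for Aunip between dKD and Nr5a2 KD (-0.014).

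With total counts, 1064 genes were higher in dKD than in Klf5 KD, and Prkcd between dKD and Nr5a2 KD was at 0.00082.

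Apart from Nr5a2 KD and dKD, libraries with the same number did not deviate together. The correlation was -0.203 to 0.0594 between Nr5a2 KD and Klf5 KD, -0.158 to 0.0406 between Klf5 KD and dKD, and -0.0329 to 0.0473 between control and the knockdown groups. In dKD against Nr5a2 KD the replicate block called 0 genes, as without it, while the genes at an unadjusted p under 0.05 went from 447 to 855. With the replicate block, Klf5 KD gave 146 lower and 107 higher genes and dKD against Klf5 KD 288 and 244. With the replicate block and all 12 libraries, Nr5a2 KD gave 380 and 216, dKD 185 higher genes, and 247 genes were lower in both Nr5a2 KD and dKD. Aunip between dKD and Nr5a2 KD was at -0.108 in both block fits, and Xist in Klf5 KD at 0.043 with the replicate block.

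An unadjusted p, which applies no correction and so calls more genes, gave 982 and 1038 genes in Nr5a2 KD, 943 and 1183 in dKD, 385 and 257 in Klf5 KD, 127 and 94 in dKD against Nr5a2 KD, 1178 higher in dKD than in Klf5 KD, 1183 lower in Klf5 KD than in Nr5a2 KD, 687 lower in both Nr5a2 KD and dKD and 220 lower in dKD only. Without a filter on low counts more genes were tested, with 707 higher in Nr5a2 KD, 795 in dKD, 69 lower and 45 higher in Klf5 KD, 17 and 3 in dKD against Nr5a2 KD, 237 lower in dKD only and 15 with an interaction. The 3 higher genes are Adh1, Nlrp4e and Gm20767, named after their values were seen.

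DESeq2 gave 707 higher genes in dKD, 42 lower and 8 higher in Klf5 KD, 4 lower in dKD against Nr5a2 KD and 3 with an interaction. With the filter on the Jaccard index, Klf5 KD had 31 and 7, dKD against Nr5a2 KD had 6 lower (DESeq2's 4, with Shisal2b and Gm26531 added, named after their values were seen), and Aunip between these groups was at -0.00236. A mean of at least 50 counts, which tests fewer genes, left 433 genes higher in dKD than in Klf5 KD, 413 lower in Klf5 KD than in Nr5a2 KD and 81 lower in dKD only, with Aunip at -0.00237. All 12 libraries in one fit gave 6 lower genes in Klf5 KD (Klf5, Klf11, Dusp6, Gng2, Calm5 and Kdelr3, of which Dusp6, Gng2, Calm5 and Kdelr3 were named after their values were seen) and 218 lower in dKD only.

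With the mitochondrial share as a covariate, Nr5a2 KD had 373 and 282 genes, 230 were lower in both Nr5a2 KD and dKD, and 1 was lower in dKD than in Nr5a2 KD, Klf5. Of the 586 genes lower in Nr5a2 KD, 280 were kept, and of the 529 in dKD, 336. Signs changed for Nr5a2 in Klf5 KD (0.29), Aunip between dKD and Nr5a2 KD (-0.00352), and Gata4 (0.028), Gata6 (0.047) and Klf3 (0.0497) in Nr5a2 KD.

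Leaving out a library also lowers the number of libraries, and a lone control library was taken to vary like the knockdown group. The lower genes in Nr5a2 KD then ranged from 184 to 585 and the higher from 114 to 420, in dKD from 91 to 674 and from 41 to 621, and in Klf5 KD from 0 to 15 and from 0 to 1. In dKD against Nr5a2 KD 0 to 3 were lower, the 3 without dKD replicate 1 (Rhox5, Mpc1 and 4930506C21Rik, named after their values were seen). 405 to 653 were higher in dKD than in Klf5 KD, the lowest without Klf5 KD replicate 2, and 417 to 754 lower in Klf5 KD than in Nr5a2 KD, with 417 without Klf5 KD replicate 2 and 453 without Nr5a2 KD replicate 2. The genes lower in both Nr5a2 KD and dKD ranged from 76 to 429 and those lower in dKD only from 14 to 245. The low ends are those without control replicate 1 or 2, and without dKD replicate 4 the higher genes in dKD were 274. The log2 ratio of the Y-linked sum in Nr5a2 KD ranged from 0.64 to 1.07, the variance on principal component 1 from 62.4 to 68.4% and on component 2 from 6.38 to 7.48%. Over all tested genes the components held 34.9 and 14.4%.

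Ranges that crossed 0 were -0.44 to 0.064 for Nr5a2, -0.71 to 0.16 for Tsx, -0.80 to 0.076 for Xist and -0.98 to 0.016 for Tsix in Klf5 KD, the upper ends without Klf5 KD replicate 1, 2, 3 and 3, and -2.24 to 0.15 for Smad7 in Nr5a2 KD, positive without control replicate 2. Between dKD and Nr5a2 KD they were -0.25 to 0.063 for Nr5a2 (positive without Nr5a2 KD replicate 2), -0.29 to 0.14 for Prkcd (without Nr5a2 KD replicate 3, dKD replicate 1 or dKD replicate 3), -0.73 to 0.13 for Rad51c and -0.45 to 0.075 for Blmh (both without Nr5a2 KD replicate 1), and -0.17 to 0.36 for Aunip (negative without Nr5a2 KD replicate 1 or 2 or dKD replicate 3 or 4).

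Adjusted p-values of gene lists with an estimated correlation were over 0.05 for every list: 0.186 for inner cell mass, 0.537 for p53 targets, 0.257 for Klf, 0.152 for each of the paper's inner cell mass, trophectoderm and Hippo genes and its dKD-specific genes, and 0.187 for its X inactivation and Gata genes in Nr5a2 KD. In dKD they were 0.152 for inner cell mass, 0.465 for maternal, 0.186 for Klf, 0.187 for Y-linked, 0.152, 0.152 and 0.185 for the paper's lists in the same order, and in Klf5 KD 0.186 for maternal, 0.152 for Klf and 0.257 for the dKD-specific genes. Fry lost p53 targets in Nr5a2 KD (0.288), maternal genes in dKD (0.162) and the dKD-specific genes in Klf5 KD (0.0657). With each library left out, camera's adjusted p ranged in Nr5a2 KD from 0.393 to 0.871 for trophectoderm, 0.0319 to 0.249 for Hippo, 0.667 to 0.921 for 2-cell and 0.0101 to 0.3 for p53 targets, in dKD from 0.292 to 0.925 for trophectoderm, 0.0034 to 0.091 for maternal and 0.79 to 0.92 for interferon genes, and in Klf5 KD from 0.0429 to 0.3 for inner cell mass, 0.292 to 0.865 for trophectoderm, 0.0828 to 0.908 for 2-cell, 0.00993 to 0.0828 for maternal, 0.271 to 0.87 for p53 targets, 0.0726 to 0.908 for Y-linked, 0.0676 to 0.217 for dKD-specific and 0.02 to 0.476 for X inactivation and Gata genes.

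Depth limits what the low genes show. H2B-EGFP had 9 to 77 counts, and genes at 0 in a group have bounds in place of folds. The filter on low counts alone moved the number of genes tested in Nr5a2 KD from 13262 to 26661 or 7649.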

Differences from the paper's values

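The alternatives compared here were set before the data were examined, unless stated. The paper gives 29 genes lower in Klf5 KD, and edgeR called 0 here. Table S3 of the paper has 7 genes higher in Klf5 KD, and 0 were called here. DESeq2 on the genes tested here called 42 and 8, and DESeq2 with the filter on the Jaccard index called 31 and 7, which include all 29 and all 7 genes of the paper. The paper's methods name DESeq2 and HTSFilter. Under the other alternatives the number differs from the paper's. The counts were 4 and 21 with library sizes from the ERCC counts, 69 and 45 without a filter, 6 and 0 with all 12 libraries in one fit, 146 and 107 with the replicate block, 385 and 257 with an unadjusted p, 15 and 1 without Klf5 KD replicate 3, and 1 and 0 without control replicate 1 or without control replicate 2. They were 0 and 0 with DESeq2's size factors, total counts, a mean of at least 50 counts, the replicate block with all 12 libraries, no fold-change minimum, values not rounded, and without Klf5 KD replicate 1 or 2.

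The sheets of Table S3 of the paper list 6888 genes for Nr5a2 KD and 7413 for Klf5 KD, and 13262 and 12838 genes were tested here. Counts are taken to differ when one is more than 1.5 times the other. By this measure the 6833 and 7542 genes left by the filter on the Jaccard index and the 7649 and 7677 with a mean of at least 50 counts do not differ from the paper's numbers, though only the first pair is within 2% of them. DESeq2 on the same 13262 and 12838 genes and no filter, with 26661 and 26383, do differ. The sheet for dKD has 7513 lines, heading lines included, and 13724 genes were tested here. The filter on the Jaccard index left 8804 genes, a mean of at least 50 counts 7684 and no filter 27610, so for dKD the mean of at least 50 counts came closer to the sheet than the Jaccard filter did.

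Principal component 2 holds about 19% of the variance in Fig. S4A of the paper, read by eye, and 6.2% here. Over all tested genes it held 14.4%, which is within 1.5 times of the paper's value, and with each library left out it held 6.38 to 7.48%, which is not.

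The paper states that Klf5 KD depleted Klf5 mRNA. Here the log2 fold change was -2.03 and the adjusted p 0.0996 by edgeR. Klf5 was called with DESeq2, with the filter on the Jaccard index added, with no filter, with all 12 libraries in one fit, with the replicate block, with an unadjusted p and without Klf5 KD replicate 3 (-2.25, adjusted p = 0.0357). The further decrease of Klf5 in dKD against Nr5a2 KD, which the paper states, was -1.31 here with an adjusted p of 0.999 by edgeR. It was called with DESeq2, with the filter on the Jaccard index added, with no filter and with an unadjusted p, and also with the mitochondrial share as a covariate, which was chosen after seeing the values and keeps 311 of the paper's 489 genes lower in dKD, dropping the others.

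The paper names Prkcd, Smad7, Ryk, Rad51c, Rnaseh2c, Pold1 and Aunip as lower in dKD only, and shows Blmh with them in Fig. 4E. All 8 had a negative log2 fold change in both here, against the same control libraries, 3 were called in dKD, and 1 of these 3, Rad51c, was called in Nr5a2 KD too (-1.98, adjusted p = 0.0238). Rnaseh2c and Blmh (-1.11, adjusted p = 0.0311) were called in dKD only. Prkcd, Smad7, Ryk, Pold1 and Aunip were called in dKD with DESeq2, with and without the filter on the Jaccard index. Smad7, Ryk, Pold1 and Aunip were also called with no filter and an unadjusted p, Smad7 and Pold1 with all 12 libraries in one fit, and Prkcd and Aunip with the replicate block in both fits and with the mitochondrial share as a covariate, chosen after seeing the values. Pold1 was called without dKD replicate 2 (adjusted p = 0.0469) and Prkcd without dKD replicate 4 (0.0293). In dKD, Rad51c, Rnaseh2c and Blmh were not called without control replicate 1 (0.128, 0.119 and 0.169), control replicate 2 (0.174, 0.262 and 0.212) or dKD replicate 3 (0.0513, 0.0554 and 0.0633), nor Rnaseh2c and Blmh without dKD replicate 4 (0.0677 and 0.066). Blmh was not called in dKD with total counts, library sizes from the ERCC counts, the replicate block in both fits or the mitochondrial share as a covariate. In Nr5a2 KD, Prkcd was called with the replicate block (-1.15, 0.0224), with no fold-change minimum (-0.96, 0.0453), with the mitochondrial share as a covariate (-1.18, 0.0498) and without Nr5a2 KD replicate 3 (0.0136). Aunip was called there with the replicate block (0.0494), with no filter (-1.20, 0.0362), with an unadjusted p and without Nr5a2 KD replicate 3 (0.0297), Smad7 with an unadjusted p, and Blmh without Nr5a2 KD replicate 1 (0.0254). Rad51c was not called in Nr5a2 KD with library sizes from the ERCC counts, with the replicate block in both fits, with the mitochondrial share as a covariate, or without control replicate 1 (0.107), control replicate 2 (0.145) or Nr5a2 KD replicate 2 (0.0594).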

Other observations

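The tests of the sex of the pools, of Tsix, of the ERCC share, of the Klf genes and of other splits for dKD against Nr5a2 KD were chosen after the results were seen, as was the second simulation of genes lower in dKD only.

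Genes lower in dKD only. The hypothesis that the threshold parts genes with the same effect in both knockdowns was tested by simulating dKD libraries with the effects of Nr5a2 KD for every gene. With the fitted effects, the median of 20 simulations was 280 genes lower in dKD only (237 to 322), but these gave more calls than observed (877 and 951 lower genes against 586 and 529). With shrunk effects, chosen after seeing the first, the median was 181 (149 to 220), with 401 and 475.5 lower genes, and 20 of 20 simulations had at least the 136 observed. The observed number lies below all 20 of both kinds. The share of genes lower in dKD that were lower in Nr5a2 KD was 67.6 to 74.9% with the fitted effects and 57.1 to 65.4% with shrunk effects, against 74.3% observed. The threshold can part at least as many genes as observed, but neither kind gave the observed number of genes, and both leave out that libraries of the 2 groups deviated together. Equal effects and an effect of the Klf5 siRNA on these genes therefore cannot be told apart by this count.

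Genes lower in both. Simulated unchanged groups that share the controls gave at most 0 such genes, and after the trend of the fold change on exon length and GC content was removed 390 of 393 stayed at a 2-fold decrease in both, so shared controls and these biases are argued against. The effect of the Nr5a2 siRNA, present in both groups, stays open as a biological explanation.

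Other splits of the libraries. For dKD against Klf5 KD, 1 of 35 splits called as many genes as the real one, which excludes chance at 0.05. The next split called 243. For Klf5 KD against Nr5a2 KD, the real split called 1448 genes and each other split 0, so 1 of 10 called as many. By this count alone chance cannot be excluded, because 10 splits give no share under 0.1. For dKD against Nr5a2 KD the real split called 0 genes, so 35 of 35 splits had to call as many and the count decides nothing. The split of Nr5a2 KD replicates 1 and 2 with dKD replicates 1 and 2 against the other 3 libraries called 553 genes. It parts 0 of the 3 pairs with the same number, while the 7 other splits that part all 3, as the real one does, called 0. The split with 553 genes follows the mitochondrial share, 10.4 to 12.8% against 6.17 to 6.75%. With this share as a covariate the real split called 1 gene, Klf5.

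Mitochondrial and ERCC shares. Across the 12 libraries the mitochondrial share and the log2 ERCC share correlated with Pearson's r = 0.919 (p = 0.00013, adjusted p = 0.00019) and Spearman's rho = 0.895 (p = 0.00025, adjusted p = 0.00075), from permutation tests over 3 relations. Without the 2 libraries farthest from the median r was 0.904, and within groups 0.922 (exact p = 0.00463, adjusted p = 0.0139). The log2 ERCC share was 0.638 higher in control than in the knockdown libraries (exact permutation p = 0.0152, the smallest possible) and 0.251 at equal mitochondrial share (p = 0.0455). That the control pools held fewer embryos cannot be told apart from other causes, since the mitochondrial share differs with the groups too. A difference in library size cannot be told apart either, because the tests of the mitochondrial share against the log10 count total disagreed. Across the 12 libraries Pearson's r was -0.59 (p = 0.023, adjusted p = 0.023) and Spearman's rho -0.51 (p = 0.093, adjusted p = 0.093), from the same permutation tests. Without the 2 farthest libraries r was -0.369, and within groups -0.577 (exact p = 0.132, adjusted p = 0.132). Within groups, 964 genes were higher and 1138 lower with the mitochondrial share, of 14795 tested. The hypothesis of a difference in developmental progress predicts higher maternal genes with a higher share. Camera gave an adjusted p of 0.0488 for 20 maternal genes (median log2 change per SD 0.28) and fry 0.00834, but an estimated correlation gave 0.239. The 2-cell genes, which also fall with development, went the other way (-0.11, adjusted p = 0.139, fry 0.00834, estimated correlation 0.239), so it cannot be told apart from other causes. Trophectoderm genes (0.267, fry 0.0301), p53 targets (0.932), interferon genes (0.981) and inner cell mass genes (0.981) showed no relation by camera.

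Xist and sex. The log2 Y-linked sum and log2 Xist correlated with Pearson's r = -0.891 (p = 5e-05, adjusted p = 0.00015) and Spearman's rho = -0.79 (p = 0.0036, adjusted p = 0.0054), from permutation tests over the same 3 relations, with r = -0.825 without the 2 farthest libraries and -0.771 within groups (exact p = 0.026, adjusted p = 0.039). With the Y-linked sum in the fit, Xist was at -0.72 in Nr5a2 KD and -0.68 in dKD (standard error 0.427), while Gata1 was at -1.51 (adjusted p = 0.0406 by edgeR) and -1.75 (adjusted p = 0.0488). This covariate rests on Eif2s3y, which made up 32.9 and 35.6% of the sum in control and 52.1 to 59% in Nr5a2 KD. With the sum of the 5 other Y-linked genes in its place, Xist was at -1.32 (standard error 0.382, adjusted p = 0.0441 by edgeR) and -1.34 (standard error 0.387, adjusted p = 0.0414), and Pearson's r of this sum with Xist, on the log2 scale, was -0.697. The answer for Xist thus depends on 1 gene of the sum. In these libraries, fewer female embryos in the Nr5a2 KD and dKD pools cannot be told apart from other causes of the fall of Xist. For published single embryos without maternal and zygotic Nr5a2, the paper reports substantially lower Xist in females. Those data were not analysed here. With the sum of the 5 other genes, Gata1 was at -1.66 in Nr5a2 KD (adjusted p = 0.00841 by edgeR) and -1.97 in dKD (adjusted p = 0.00324). Gata1 was thus called with either sum in the fit, unlike Xist. The knockdown itself stays open as a cause for Xist and Gata1. The median of 464 X-linked genes in dKD was -0.09 against 0.06 for autosomal genes, at percentile 0 among 10000 random lists, and for 454 genes in Nr5a2 KD it was at percentile 14.8.

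Tsix. The exons of Tsix cover 1980 bases of Xist, 11% of its exon bases. Reads split equally over these would give a Tsix to Xist ratio of 0.0584, and the 12 libraries had 0.522 to 0.819. This ratio assumes even coverage, so reads of Xist counted on Tsix cannot be told apart from Tsix itself.

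Klf genes in Klf5 KD. Of the 10 Klf genes other than Klf5, 6 were lower in Klf5 KD at an unadjusted p under 0.05: Klf8, Klf3, Klf13, Klf11, Klf10 and Klf9, of which Klf10 and Klf9 were named after their values were seen. The hypothesis that the lower Klf5 mRNA lowers them predicts values as low in dKD, and their median in dKD against Klf5 KD was 0.563. The hypothesis that the Klf5 siRNA acts on other Klf transcripts predicts lower values than in Nr5a2 KD, which got none, and their median in Klf5 KD against Nr5a2 KD was -0.847, but it also predicts values as low in dKD. Klf3 and Klf11 were higher in dKD than in Klf5 KD (log2 fold changes 0.98 and 1.38, adjusted p = 0.0333 and 0.035 by edgeR) and lower in Klf5 KD than in Nr5a2 KD (-1.42 and -2.04, adjusted p = 0.0105 and 0.00511). The 6 genes go both ways in dKD, so neither can be decided, and the siRNA dose in dKD is not stated. Nr5a2 KD lowered the median of 11 Klf genes other than Klf5 by TMM (-0.36) but not with library sizes from the ERCC counts (0.34), where all genes had a median of 0.82. Relative to all genes it was -0.41 and -0.47.

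Gene lists. Camera's adjusted p-values over 34 tests are given with the median log2 fold change, and counts are adjusted over the list alone. In dKD they were 0.00472 for inner cell mass genes (-0.50, 6 of 11), 0.425 for trophectoderm (-0.29, mean 0.06, 6 of 10), 0.415 for Hippo and polarity (0.06, mean -0.07, 5 of 22), 0.31 for 2-cell (0.47, 1 of 11), 0.0226 for maternal (-0.38, 2 of 20), 0.288 for p53 targets (0.23, 4 of 15), 0.839 for interferon response (-0.23, mean 0.02, 0 of 5), 4.46e-05 for Klf (-0.87, 8 of 13) and 0.00664 for Y-linked genes (1.27, 3 of 6). In Nr5a2 KD they were 0.839 for 2-cell (-0.02, mean 0.18, 0 of 9), 0.125 for maternal (-0.40, 4 of 19), 0.0375 for p53 targets (0.61, 3 of 14), 0.00234 for Klf (-0.45, 3 of 12) and 0.265 for Y-linked genes (0.31, 1 of 5). In Klf5 KD they were 0.153 for inner cell mass (-0.20, 1 of 11), 0.839 for trophectoderm (0.18, mean -0.0085, 1 of 10), 0.119 for Hippo and polarity (-0.08, 0 of 21), 0.415 for 2-cell (0.26, 0 of 11), 0.0135 for maternal (-0.42, 2 of 19), 0.821 for p53 targets (-0.03, 0 of 15), 4.79e-09 for Klf, which includes the target itself (-1.02, 6 of 11), and 0.871 for Y-linked genes (0.61, 0 of 5).

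The study chose its own lists on these libraries, so their tests are no independent evidence. Its 5 inner cell mass, trophectoderm and Hippo genes had adjusted p-values of 4.76e-10 in Nr5a2 KD (median -2.13, 5 of 5), 1.27e-07 in dKD (-1.60, 5 of 5) and 0.46 in Klf5 KD (-0.25, 0 of 5). Its 8 dKD-specific genes had 0.000472 in Nr5a2 KD (-0.94, 8 of 8), 1.56e-05 in dKD (-1.16, 8 of 8) and 0.0487 in Klf5 KD (-0.29, 0 of 8), and its 7 X inactivation and Gata genes 0.0153 (-0.91, 4 of 7), 0.00664 (-0.82, 4 of 7) and 0.125 (-0.30, 0 of 7). The sign of the list medians in dKD and Nr5a2 KD is that of TMM scaling.

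Nanog and Cdx2, which the paper studies as proteins, were also read. Nanog had a log2 fold change of -1.20 in Nr5a2 KD (adjusted p = 0.0607 by edgeR) and -1.62 in dKD (adjusted p = 0.115), not called in either. It was called in Nr5a2 KD without Nr5a2 KD replicate 3 (-1.35, adjusted p = 0.0408) and with an unadjusted p. In dKD it was called with no filter on low counts (-1.63, adjusted p = 0.00394) and with an unadjusted p. Without dKD replicate 1 it was called there too (-2.21, adjusted p = 0.0303). Cdx2, at 0.62 ± 0.449 CPM in control (SD, n = 2), was too low to be tested.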
